# TMEM65 promotes gastric tumorigenesis by targeting YWHAZ to activate PI3K-Akt-mTOR pathway and is a therapeutic target

**DOI:** 10.1038/s41388-024-02959-9

**Published:** 2024-02-10

**Authors:** Lingxue Shi, Xiaohong Wang, Shang Guo, Hongyan Gou, Haiyun Shang, Xiaojia Jiang, Chunxian Wei, Jia Wang, Chao Li, Lihong Wang, Zengren Zhao, Weifang Yu, Jun Yu

**Keywords:** Cell biology, Cancer genetics

## Abstract

Copy number alterations are crucial for the development of gastric cancer (GC). Here, we identified Transmembrane Protein 65 (TMEM65) amplification by genomic hybridization microarray to profile copy-number variations in GC. TMEM65 mRNA level was significantly up-regulated in GC compared to adjacent normal tissues, and was positively associated with TMEM65 amplification. High TMEM65 expression or DNA copy number predicts poor prognosis (*P* < 0.05) in GC. Furtherly, GC patients with TMEM65 amplification (*n* = 129) or overexpression (*n* = 78) significantly associated with shortened survival. Ectopic expression of TMEM65 significantly promoted cell proliferation, cell cycle progression and cell migration/invasion ability, but inhibited apoptosis (all *P* < 0.05). Conversely, silencing of TMEM65 in GC cells showed opposite abilities on cell function in vitro and suppressed tumor growth and lung metastasis in vivo (all *P* < 0.01). Moreover, TMEM65 depletion by VNP-encapsulated TMEM65-siRNA significantly suppressed tumor growth in subcutaneous xenograft model. Mechanistically, TMEM65 exerted oncogenic effects through activating PI3K-Akt-mTOR signaling pathway, as evidenced of increased expression of key regulators (p-Akt, p-GSK-3β, p-mTOR) by Western blot. YWHAZ (Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase) was identified as a direct downstream effector of TMEM65. Direct binding of TMEM65 with YWHAZ in the cytoplasm inhibited ubiquitin-mediated degradation of YWHAZ. Moreover, oncogenic effect of TMEM65 was partly dependent on YWHAZ. In conclusion, TMEM65 promotes gastric tumorigenesis by activating PI3K-Akt-mTOR signaling via cooperating with YWHAZ. TMEM65 overexpression may serve as an independent new biomarker and is a therapeutic target in GC.

## Introduction

Gastric cancer (GC) ranks fifth in incidence and fourth in mortality worldwide [1]. GC is a heterogeneous disease, which is associated with somatic copy number aberrations (CNAs), genetic alteration, epigenetic changes and chromatin remodeling [2]. Although great progress has been made in the identification and treatment of GC, the incidence and mortality of GC remains high, and the mechanisms of GC are still largely unclear. Studies has been shown that accumulation of DNA copy number is associated with GC pathogenesis and predicts poor prognosis [3]. Thus, it is important to identify the relationship between DNA copy number and genes in cancer initiation and progression of GC, so as to identify the new therapeutic target for GC.

Chromosome 8q24 is a susceptibility locus for multiple cancers, including GC. Amplification of genes on chromosome 8q24 showed poor prognosis in GC patients [4, 5]. TMEM65, located at chromosome 8q24.13, is an integrated membrane protein localized in the inner mitochondrial membrane, which plays a central role in regulating cell function, metabolism and cell death during carcinogenesis [6]. TMEM65 mutation caused mitochondrial dysfunction, increased ROS and resulted in a variety of disease [6–8]. However, the functional significance of TMEM65 in GC has not been explored.

By analyzing The Cancer Genome Atlas (TCGA) database, we found that increased TMEM65 DNA copy number was associated with its mRNA expression in GC. Therefore, we hypothesized that TMEM65 overexpression due to its copy number gain is involved in gastric carcinogenesis [9]. Indeed, we demonstrated that TMEM65 is universally overexpressed in GC patients and is significantly associated with poor survival of GC patients. In this study, we investigated the functional role, molecular mechanism and clinical implication of TMEM65 in gastric carcinogenesis.

## Results

### TMEM65 is upregulated in GC patients and is associated with poor survival

We examined TMEM65 expression in GC and normal tissues. TMEM65 mRNA was significantly overexpressed in GC tissues as compared with normal tissues in cohort I by Affymetrix chip assay (adjacent normal, *n* = 24; GC, *n* = 78; *P* < 0.001) and TCGA cohort by RNA-seq and normalized as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) (adjacent normal, *n* = 32; GC, *n* = 375; *P* < 0.001), and was confirmed in paired GC tumor tissues as compared to adjacent normal controls in cohort I (*n* = 24; *P* < 0.001) (Fig. 1A). We verified TMEM65 mRNA expression was significantly overexpressed in GC tumors as compared to adjacent normal tissues by regular RT-PCR (Fig. 1B). Moreover, the protein level of TMEM65 in GC tissues was much higher than adjacent normal tissues by immunohistochemistry staining (IHC) (*P* < 0.001; Fig. 1B). As shown in the Kaplan–Meier survival curves, patients with high TMEM65 expression in cohort I showed lower survival rate than those with low TMEM65 expression (*P* < 0.05). Consistently, GC patients with high TMEM65 expression showed poor survival from TCGA cohort (*P* < 0.05). After stratification by tumor staging, high TMEM65 predicted poor prognosis in stage III-IV GC patients (*P* < 0.05; Fig. 1C) but not in stage I-II patients (Fig. 1C). We further evaluated the clinicopathologic significance of TMEM65 expression in GC patients. TMEM65 overexpression was associated with an increased risk of cancer-related death by univariate Cox regression analysis [HR = 2.028, 95% CI (1.709–3.813); *P* < 0.05; Table 1]. In particular, after adjustment for potential confounding factors, TMEM65 expression was a predictive factor for poor survival independent of Tumor-Nodes-Metastasis (TNM) stage in patients with GC by Multivariate Cox regression analysis [HR = 2.001, 95% CI (1.055–3.793); *P* < 0.05; Table 1]. These findings indicated that TMEM65 predicts poor prognosis in GC patients. Furthermore, we found that TMEM65 mRNA expression level was positively correlated with DNA copy number gain (*P* < 0.001; R = 0.4757; Fig. 1D), GC patients with high DNA copy number had poor survival in cohort II (*n* = 129, *P* < 0.05; Fig. 1E). These findings collectively indicated that TMEM65 is commonly overexpressed due to copy number gain and may serve as a new independent biomarker for the prognosis of GC patients.

**Fig. 1:**
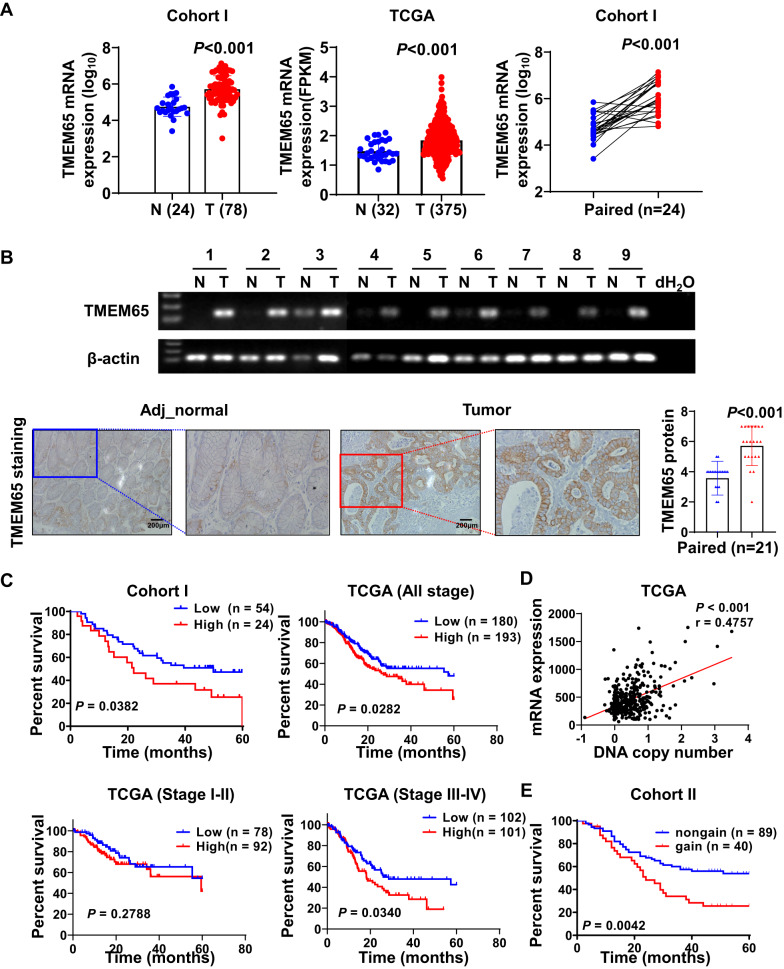
TMEM65 is upregulated in GC patients and predicts poor survival. **A** TMEM65 mRNA expression was upregulated in GC tissues as compared with normal tissues in cohort I and TCGA cohort, and furtherly confirmed in paired GC tumor tissues from cohort I. **B** TMEM65 mRNA expression was upregulated in GC compared with paired adjacent normal tissues, as shown by regular RT-PCR, and TMEM65 protein expression was upregulated in GC tumor tissues than that in adjacent normal tissues as determined by IHC. **C** Kaplan–Meier survival analysis from cohort I showed GC patients with high TMEM65 expression had poorer survival. Kaplan–Meier survival analysis from TCGA cohort showed that GC patients with high TMEM65 expression (all stage, stage III-IV) had poorer survival compared with GC patients with low TMEM65 expression. **D** TCGA cohort showed a positive correlation between DNA copy number and TMEM65 mRNA expression level. **E** Kaplan–Meier survival analysis from cohort II showed GC patients with high TMEM65 DNA copy number had poorer survival than those with low TMEM65 DNA copy number.

**Table 1:** Univariate and Multivariate Cox regression analysis of potential poor prognostic factors for GC patients.

Variables	Univariate Cox regression analysis	
	HR (95%CI)	*P* value
**Age** (>60 *vs*. ≤60)	1.056 (0.559–1.995)	0.866
**Gender** (Male *vs*. Female)	0.557 (0.256–1.209)	0.139
**TMEM65 expression** (High *vs*. Low)	2.028 (1.709–3.813)	*P* < 0.05
**Location** (Cardia *vs*. non-cardia)	0.475 (0.254–0.888)	*P* < 0.05
**Differentiation** (Low *vs*. High and moderate)	1.114 (0.493–2.515)	0.795
**T stage (**III and IV *vs*. I and II)	1.090 (0.336–3.540)	0.885
**N stage** (Positive *vs*. Negative)	2.507 (0.889–7.068)	0.082
**M stage** (Positive *vs*. Negative)	4.941 (2.251–10.846)	*P* < 0.0001
**TNM stage** (III and IV *vs*. I and II)	3.769 (1.457–9.752)	*P* < 0.01
**Variables**	**Multivariate Cox regression analysis**	
	**HR (95%CI)**	***P*** **value**
**Age** (>60 *vs*. ≤60)	1.207 (0.622–2.343)	0.579
**Gender** (Male *vs*. Female)	0.569 (0.247–1.311)	0.185
**TMEM65 expression** (High *vs*. Low)	2.001 (1.055–3.793)	*P* < 0.05
**Differentiation** (Low *vs*. High and moderate)	1.103 (0.453–2.687)	0.828
**TNM stage** (III/IV *vs*. I/II)	3.559 (1.352–9.371)	*P* < 0.05

### TMEM65 promotes GC cells growth in vitro

We then examined the protein expression of TMEM65 in three GC cell lines (Fig. 2A). Among them, two GC cells (MKN7, MKN74) had relatively high expression of TMEM65, and AGS had low expression. The result of TMEM65 upregulated in GC prompted us to verify its potential oncogenic role. We used a TMEM65-expressing lentivirus to construct AGS stable expressing TMEM65 cells. Ectopic expression of TMEM65 in AGS cells was examined by qRT-PCR and Western blot (Fig. 2B). Cell viability (Fig. 2C**)** and colony formation (Fig. 2D**)** assays showed that overexpression of TMEM65 in AGS cells promoted cell proliferation (*P* < 0.0001) and colony formation ability (*P* < 0.001). These results indicated that TMEM65 plays an oncogenic role in GC.

**Fig. 2:**
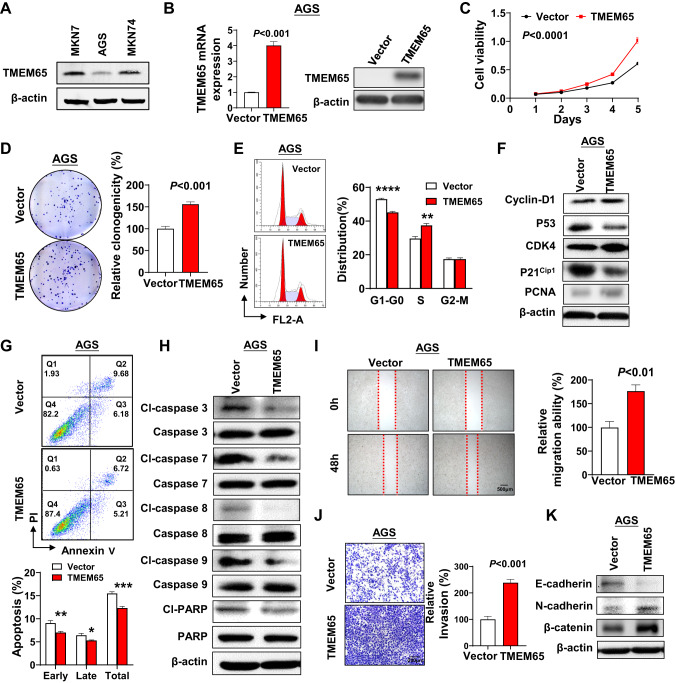
TMEM65 promotes GC cell growth, migration and invasion in vitro. **A** The expression of TMEM65 in GC cell lines was determined by Western blot. **B** Ectopic expression of TMEM65 in AGS cells was confirmed by qRT-PCR and Western blot. **C**, **D** Ectopic expression of TMEM65 in AGS cells significantly promotes cell viability **C** and cell clonogenicity **D**. **E** Ectopic expression of TMEM65 in AGS cells obviously accelerated G1-S cell cycle progression, determined by flow cytometry. **F** Western blot showed overexpression of TMEM65 increased the protein expression of Cyclin-D1, CDK4, PCNA and reduced the expression of P53, P21^cip1^. **G** Ectopic expression of TMEM65 in AGS cells inhibited early and late apoptosis, determined by flow cytometry. **H** Western blot showed ectopic expression of TMEM65 in AGS cells reduced the active expression levels of cleaved-caspase-3, cleaved-caspase-7, cleaved-caspase-8, cleaved-caspase-9, and cleaved-PARP. **I** Representative images of wound healing assay revealed that ectopic expression of TMEM65 promoted cell migration in AGS cells. **J** Representative images of Matrigel invasion transwell assay revealed that ectopic expression of TMEM65 promoted cell invasion in AGS cells. **K** Western blot showed ectopic expression of TMEM65 increased the protein expression of N-cadherin, β-catenin, and decreased the expression of E-cadherin.

Ectopic expression of TMEM65 accelerated G1-S cell cycle progression as determined by flow cytometry in AGS cells (*P* < 0.01; Fig. 2E). Consistently, TMEM65 increased the protein expression of cell cycle related markers Cyclin-D1, CDK4 and PCNA, on the other hand, overexpression of TMEM65 reduced the protein expression of tumor suppressive P53 and P21^cip1^ (Fig. 2F). Moreover, ectopic expression of TMEM65 inhibited cell apoptosis of AGS cells (*P* < 0.05; Fig. 2G). The TMEM65 induced decrease in apoptosis was confirmed by the active protein expression levels of key apoptosis markers (cleaved-caspase-3, cleaved-caspase-7, cleaved-caspase-8, cleaved-caspase-9 and cleaved-PARP) (Fig. 2H).

### TMEM65 promotes GC cells migration and invasion ability in vitro

To determine the effect of TMEM65 on migration and invasion abilities in GC, we performed wound healing assay and Matrigel invasion assay. Ectopic expression of TMEM65 markedly promoted cell migration ability in AGS cells. Quantitative analysis confirmed a significant increase in wound closure in TMEM65-expressing cells compared with control cells (*P* < 0.01; Fig. 2I). Matrigel invasion assay showed that TMEM65 also significantly promoted the invasiveness of AGS cells (*P* < 0.001; Fig. 2J). Western blot was then performed to verify the effect of TMEM65 on epithelial-mesenchymal transition (EMT) markers. As shown in Fig. 2K, ectopic expression of TMEM65 promoted EMT by increasing the expression of N-cadherin and β-catenin and decreasing the expression of E-cadherin. Therefore, these findings suggested that TMEM65 exerted its oncogenic effect by promoting cell migration and invasion in GC cells.

### TMEM65 knockdown suppresses GC cells viability, migration and invasion ability in vitro

With the observation of ectopic expression of TMEM65 promoting GC cell growth, we further verified the effect of TMEM65 in GC using TMEM65 knockdown in GC cells (MKN7, MKN74) by siTMEM65. The knockdown efficiency was verified by Western blot (Fig. 3A). Knockdown of TMEM65 significantly inhibited cell viability in MKN7 and MKN74 cells (*P* < 0.001; Fig. 3B). Consistently, knockdown of TMEM65 inhibited colony formation ability in MKN7 and MKN74 (*P* < 0.05; Fig. 3C), caused G1-S arrest (*P* < 0.001; Fig. 3D), while promoted cell apoptosis in MKN7 and MKN74 cells (*P* < 0.05; Fig. 3F). The effects of TMEM65 knockdown in inducing cell cycle arrest was confirmed by Western blot for the protein expression of key cell cycle related markers including enhanced P53 and P21^cip1^ but reduced Cyclin-D1, CDK4 and PCNA (Fig. 3E). TMEM65 knockdown also promoted the protein expression of apoptosis related markers including cleaved-caspase-3, cleaved-caspase-7, cleaved-caspase-8, cleaved-caspase-9 and cleaved-PARP (Fig. 3G). Our results collectively indicated that TMEM65 promotes GC growth by promoting G1-S cell cycle progression and inhibiting cell apoptosis.

**Fig. 3:**
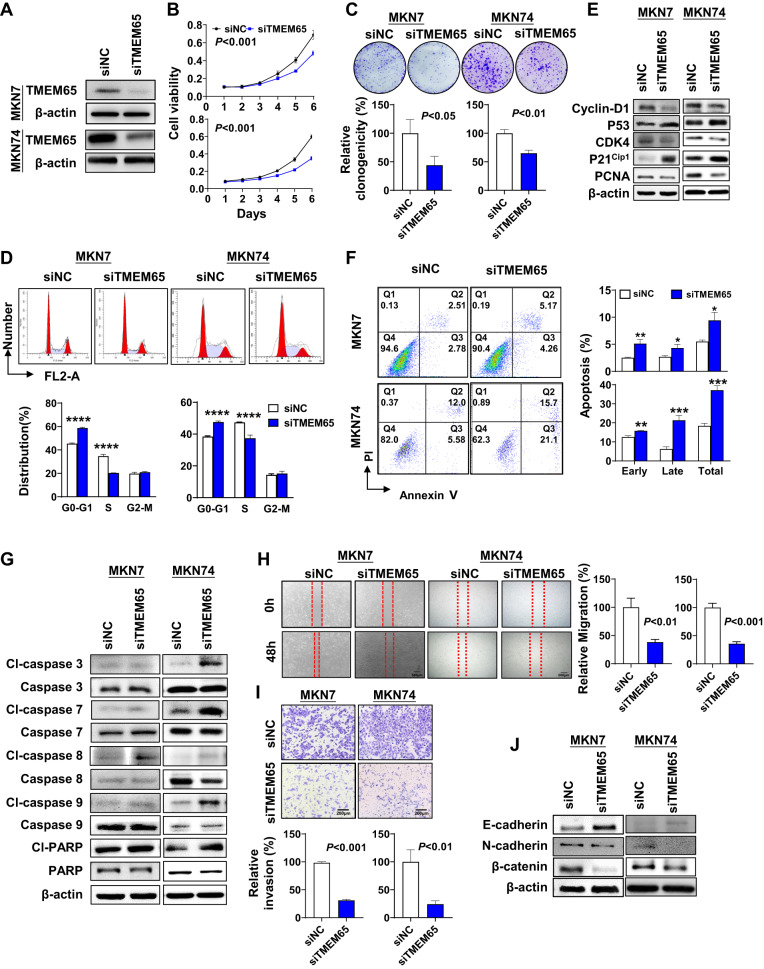
Knockdown of TMEM65 in GC cells suppresses cells growth, migration and invasion in vitro. **A** Knockdown of TMEM65 by siRNA in MKN7 and MKN74 was confirmed by Western blot. **B**, **C** Knockdown of TMEM65 in MKN7 and MKN74 cells significantly inhibited cell viability **B** and colony formation ability **C**. **D** Knockdown of TMEM65 in MKN7 and MKN74 cells caused G1-S arrest which was determined by flow cytometry. **E** Knockdown of TMEM65 decreased the protein expression of Cyclin-D1, CDK4, PCNA and increased the expression of P53, P21^cip1^. **F** Knockdown of TMEM65 in MKN7 and MKN74 cells promoted early and late apoptosis, determined by flow cytometry. **G** Western blot showed TMEM65 knockdown increased the expression level of cleaved-caspase-3, cleaved-caspase-7, cleaved-caspase-8, cleaved-caspase-9, and cleaved-PARP. **H** Knockdown of TMEM65 significantly inhibited migration ability in MKN7 and MKN74 cells. **I** Knockdown of TMEM65 significantly decreased cell invasion ability in MKN7 and MKN74 cells. **J** Western blot showed knockdown of TMEM65 decreased the protein expression of N-cadherin, β-catenin, and increased the expression of E-cadherin.

The wound healing assay and Matrigel invasion assay showed that knockdown of TMEM65 could significantly inhibited the migration ability and invasiveness of MKN7 and MKN74 cells (*P* < 0.01; Fig. 3H and I). Western blot of EMT markers also showed that knockdown of the TMEM65 caused the opposite result of overexpression (Fig. 3J).

### TMEM65 knockdown inhibited GC cells growth in vivo

We further verified the tumor-promoting properties of TMEM65 in vivo. Stable transfection of shTMEM65 was used to establish knockdown MKN74 cell lines. The knockdown efficiency of TMEM65 was verified by Western blot (Fig. 4A), and knockdown of TMEM65 significantly inhibited cell viability (*P* < 0.001; Fig. 4A). We subcutaneously injected MKN74 cells stably knocked down TMEM65 (shTMEM65) or negative control (shNC) into the NOG mice, respectively. The results showed that TMEM65 knockdown significantly reduced tumor volume (*P* < 0.001, Fig. 4B) and tumor weight (*P* < 0.05, Fig. 4B). IHC of TMEM65 verified the knockdown efficiency (*P* < 0.001; Fig. 4C), and the Ki-67 positive cells by IHC confirmed that knockdown of TMEM65 inhibited cell proliferation, which was consistent with in vitro findings (*P* < 0.001; Fig. 4D).

**Fig. 4:**
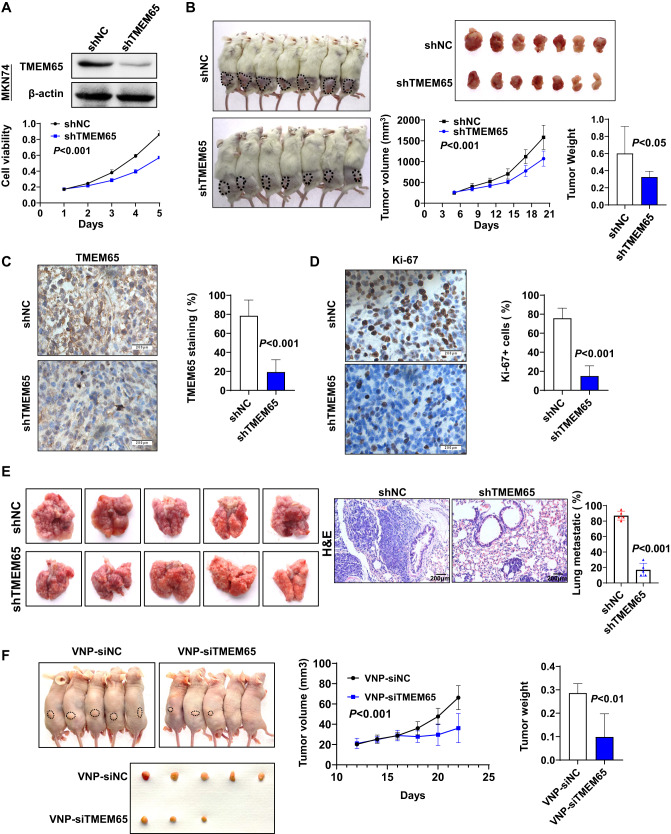
Knockdown of TMEM65 inhibits tumor growth and migration in vivo and TMEM65 is a therapeutic target in GC. **A** Knockdown of TMEM65 by shRNA in MKN74 was confirmed by Western blot, and stably knockdown of TMEM65 significantly inhibited cell viability. **B** Knockdown of TMEM65 in MKN74 cells significantly inhibited xenograft tumor growth and tumor weight of NOG mice, as shown by the growth curve of tumor volume at the experiment. **C** Knockdown efficiency of TMEM65 in xenografts was verified by IHC. **D** Knockdown of TMEM65 decreased the Ki67 positive cells percentage in subcutaneous xenografts, determined by IHC staining. **E** Knockdown of TMEM65 inhibited lung metastasis in nude mice. **F** Targeting depletion of TMEM65 by VNP-encapsulated TMEM65-siRNA significantly reduced tumor volume and tumor weight of nude mice, as shown by the growth curve of tumor volume and the tumor weight at the end of the experiment.

### TMEM65 knockdown inhibits lung metastasis of GC cells in vivo

To verify the effect of TMEM65 on cell migration in vivo, we further assessed the effect of TMEM65 on tumor metastasis using shTMEM65 to establish stably knockdown TMEM65 in MKN74 cell lines. We subcutaneously injected MKN74 cells stably knocked down TMEM65 or negative control into the tail vein of nude mice, respectively. After four weeks, the mice were sacrificed. The area of lung metastatic under the same field was significantly decreased in TMEM65-knockdown group than in control group (*P* < 0.001; Fig. 4E). Overall, these results suggest that knockdown of TMEM65 inhibits metastasis of GC cells in vivo.

### Targeting TMEM65 by VNP-siTMEM65 significantly inhibits GC tumor growth in vivo

We further verified the therapeutic effect, in terms of targeting depletion of TMEM65 by VNP-encapsulated TMEM65-siRNA using subcutaneous xenograft mouse model. We subcutaneously injected wild type MKN74 cells (1 × 10^7^) into the nude mice in both experimental group or control group. We injected VNP-siTMEM65 or VNP-siNC into the xenograft tumor in the experimental group and the control group, the results showed that targeting depletion of TMEM65 by VNP-siTMEM65 in GC cells significantly reduced tumor volume (*P* < 0.001; Fig. 4F) and tumor weight (*P* < 0.01; Fig. 4F). Collectively, our results suggest that TMEM65 is a therapeutic target in GC.

### TMEM65 activates the PI3K/Akt/mTOR pathway

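TMEM65 mRNA was 2.13-fold higher in TMEM65-overexpressing AGS cells than in vector-transfected AGS cells, with an exact 95% counting interval of 1.85 to 2.47. AGS is an established human gastric adenocarcinoma cell line. TMEM65 (ENSG00000164983) lies on chromosome 8 of GRCh38 from 124306189 to 124372692 and had 271 counts in the vector library and 647 counts in the TMEM65 library, a log2 ratio of 1.09. YWHAZ (ENSG00000164924), which encodes a 14-3-3 protein and lies on the same chromosome from 100916525 to 100953388, had a ratio of 0.900 (0.885 to 0.916). Across the 15019 genes with at least 10 counts in at least 1 library, the median log2 ratio was 0.00 and 93.7% of genes had a ratio between 0.5 and 2. RNA-sequencing was done on 1 library per condition, at 18378934 counts for vector and 20526841 counts for TMEM65, so that no difference has a replicate check. The authors deposited raw counts per gene, FPKM, log2 fold changes, p-values and q-values for 20381 genes. According to the submitters' processing notes, HISAT2 and the hg38 build were used, whereas the read counter and its use of strand are not given in the sources used here. Counts were scaled here by the trimmed mean of M-values (TMM), whose factors were 0.999 for vector and 1.00 for TMEM65. The ratio is that of TMEM65 to vector normalized counts, and its interval covers counting error only. A gene was called higher or lower by a size rule of at least 10 counts in at least 1 library, a ratio of at least 2 or at most 0.5 with a prior count of 0.5 in each library, and a counting interval without 1.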

To further understand the molecular mechanism of TMEM65, gene expression profiles were analyzed by RNA-sequencing in TMEM65-overexpressing cells compared with vector-transfected counterparts. 

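By the size rule, 357 genes were higher and 353 genes were lower in TMEM65-overexpressing AGS cells, which together are 4.73% of the measured genes. Of the 11089 genes with at least 100 counts in 1 library, 85 were higher and 105 were lower. IER2, an immediate early gene, was 28.5-fold higher (24.3 to 33.7), TMEM30B was 14.5-fold higher (12.4 to 17.1) and HES2, a transcription factor of the hairy and enhancer of split family, was 8.04-fold higher (4.86 to 14.2). The 17 measured immediate early genes were not higher as a list. Their median log2 ratio was -0.03, 11 were negative, and IER2 and KLF4 alone passed the size rule. OLFM4, which encodes a secreted glycoprotein of the gut epithelium, was lower, with 144 counts in vector and 3 counts in TMEM65 and a ratio of 0.0186 (0.00379 to 0.0555).
IER2 (ENSG00000160888) lies on chromosome 19 of GRCh38 from 13150415 to 13154908 and had 157 and 5016 counts. TMEM30B (ENSG00000182107) lies on chromosome 14 from 61277370 to 61281840 and had 162 and 2636 counts. HES2 (ENSG00000069812) lies on chromosome 1 from 6412418 to 6424670, and OLFM4 (ENSG00000102837) lies on chromosome 13 from 53028759 to 53052057. Among transcription factors of the gene lists, KLF4 had a ratio of 2.94 (2.59 to 3.36), HNF4A 2.86 (2.54 to 3.22) and KLF6 2.22 (2.12 to 2.33), and all were higher. GATA4 was lower, with a ratio of 0.480 (0.451 to 0.511) at 2781 and 1495 counts. The transcriptional repressor MXD1 had a ratio of 0.180 (0.154 to 0.211), and the p53 target CYFIP2 a ratio of 0.385 (0.271 to 0.541). Of 19 measured mesenchymal and invasion genes, FN1, MMP10 and MMP13 were lower and none was higher. MMP10 had 22 and 9 counts and a ratio of 0.365 (0.148 to 0.826), and MMP13 had 16 and 4 counts and a ratio of 0.223 (0.0543 to 0.692). The list's median log2 ratio of -0.12 lay inside the central 95% of random lists matched on expression, and over the 13 members with at least 50 counts in 1 library the median was 0.09.
Of the 10 higher and 10 lower genes with the largest ratios at 100 counts or more, 17 share exon sequence with another gene of the table, 12 of them on the same strand, and their counts are uncertain. For IER2 and TMEM30B the shared sequence belongs to a gene on the other strand. In the authors' deposited table, 310 genes have a q-value under 0.05 and a ratio of at least 2, and each of these is also past the size rule.

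**Figure D1:**
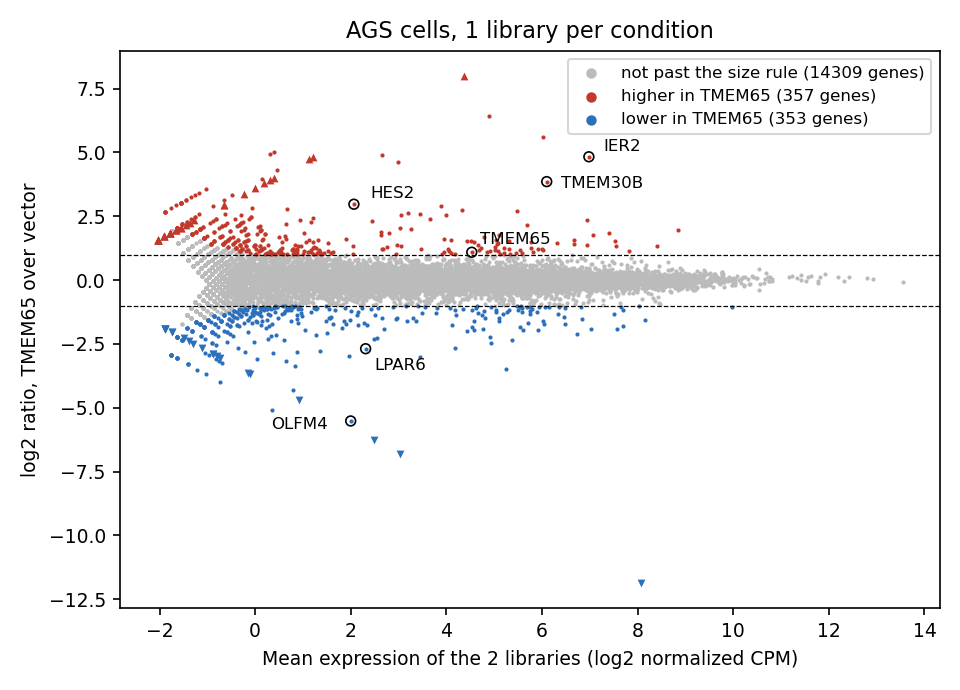
The log2 ratio of TMEM65 to vector normalized counts (vertical axis) is plotted against mean expression in log2 normalized CPM (horizontal axis) for the 15019 measured genes of AGS cells, with 1 library per condition. Red and blue mark the 357 higher and 353 lower genes, triangles are bounds for genes at 0 counts in 1 library, and dashed lines mark ratios of 2 and 0.5; most genes past the rule lie at low expression.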

KEGG pathway enrichment analysis was performed on the differentially expressed genes. 

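Of 208 measured genes that the deposited table assigns to the KEGG PI3K-Akt signaling pathway, 6 were higher and 4 were lower in TMEM65-overexpressing AGS cells. PIK3CD, CREB5, LAMA1, VTN, COL9A3 and F2R were higher, and LPAR6, IL7, FN1 and COL1A2 were lower. Of 203 measured genes of the KEGG MAPK signaling pathway, HSPA2, PLA2G4B, MAP4K1 and TGFB3 were higher and STK4, TAB2 and MRAS were lower.
FN1 (ENSG00000115414), the fibronectin gene, lies on chromosome 2 of GRCh38 from 215360440 to 215436172 and had 41 counts in vector and 20 in TMEM65, a ratio of 0.436 (0.242 to 0.761). COL1A2 (ENSG00000164692) lies on chromosome 7 from 94394561 to 94431232 and had 10 and 0 counts. It was 3.73-fold lower against a floor of 3 counts, a fixed convention that does not cover counting error. F2R (ENSG00000181104), a thrombin receptor gene on chromosome 5 from 76716043 to 76735781, had 1 and 10 counts and a ratio of 8.93 (1.27 to 388). In the MAPK pathway, STK4 (ENSG00000101109), a kinase of the Hippo pathway on chromosome 20 from 44966474 to 45079959, had 1799 and 664 counts and a ratio of 0.330 (0.301 to 0.361). TAB2, an adaptor of the kinase TAK1, had a ratio of 0.395 (0.365 to 0.427) at 2112 and 934 counts and shares exon sequence with another gene. HSPA2, a heat shock protein gene, had a ratio of 5.09 (3.50 to 7.61) at 33 and 188 counts. F2R and the MAPK pathway genes were chosen after their values were seen.
Among 10000 random lists of the same size matched on mean expression, the count of PI3K-Akt genes lay at the 92.8 percentile and that of MAPK genes at the 74.0 percentile, as a description of these 2 libraries. With at least 50 counts required in 1 library, 3 PI3K-Akt genes and 5 MAPK genes passed the size rule, and with a deposited ratio of at least 2 as the only criterion there were 34 PI3K-Akt genes, of which 22 had under 10 counts in both libraries.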

The results showed that TMEM65 mainly induced the oncogenic PI3K/Akt and MAPK signaling pathways (Fig. 5A). PI3K/Akt signaling, with the most genes differentially expressed by TMEM65, is of most interest. 

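Among the 6 pathways of Fig. 5A, the PI3K-Akt pathway held the most genes past the size rule as set. The MAPK pathway held more than PI3K-Akt when at least 50 counts or a stricter counting interval was required. Under the other alternatives set before the data were examined, the authors' deposited p-values among them, PI3K-Akt held more than MAPK. A larger share of measured genes passed in FoxO signaling (5.71%) and Focal adhesion (5.04%) than in PI3K-Akt (4.81%). That order of shares is for the rule as set. A ratio of at least 4 left 5 of 208 genes for PI3K-Akt, 2 of 139 for Focal adhesion and 1 of 105 for FoxO signaling. Among all 329 KEGG pathways of the deposited table, Metabolic pathways held 29 genes past the size rule, Pathways in cancer 15 and Neuroactive ligand-receptor interaction 11. The PI3K-Akt pathway ranked 4 together with Human papillomavirus infection. These counts are not corrected for pathway size, with shares of 3.11% of 933, 4.32% of 347 and 16.2% of 68 measured genes in the order named. The paper sorted its pathways by number of differential genes and P value, and no enrichment P value was computed here. Of 36 measured kinases and regulators of PI3K-Akt-mTOR signaling, 18 had a positive and 18 a negative log2 ratio, and PIK3CD alone passed the size rule. None of 47 MAPK signalling components passed, with a median log2 ratio of -0.01 over the list. KLF6 was the single gene past the rule among 27 FOXO target genes, whose median was also -0.01, and no gene passed among 18 genes of ERK transcriptional output, whose median was 0.06. These mRNA ratios from 1 pair of libraries do not measure phosphorylation or pathway activity. For PI3K/Akt activity the paper used blots of phosphorylated proteins, a FHRE reporter and inhibitors (Fig. 5C to Fig. 5F).
Lists of genes were fixed before the data were examined, and their medians were set against random lists as a description of these libraries. Genes of the ATF4 integrated stress response, which supply amino acid synthesis and transport, were higher as a list, with a median log2 ratio of 0.21 over 23 measured genes, 20 of them positive, and CHAC1 past the rule at a ratio of 2.02 (1.58 to 2.61), though not with a prior count of 5. Cytosolic ribosomal protein genes had a median of 0.18 over 77 genes, 68 of them positive and none past the rule. Nuclear-encoded genes of oxidative phosphorylation had a median of 0.09 over 37 genes and mitochondrially encoded mRNAs a median of 0.11 over 13 genes. Epithelial genes had a median of 0.11 over 20 genes. Interferon response genes were lower as a list, with a median of -0.16 over 28 genes, and a list of 17 genes of 8q24, TMEM65 among them, had a median of -0.15, as it did over the 16 genes without TMEM65. These 7 lists lay outside the central 95% of 10000 random lists. Of all 38 lists examined, 9 did so, with the lists of Fig. 5B genes included, and some lists can lie outside by chance. The epithelial, 8q24, oxidative phosphorylation and mitochondrially encoded lists lay inside when random lists were drawn without matching. Cell cycle lists lay inside the central 95% of matched lists, with medians of -0.03 for 39 genes of G1-S and DNA replication and -0.05 for 30 genes of G2-M and mitosis.
Over the 11065 genes with at least 100 counts and a known GC content, the log2 ratio increased with GC content, with a Spearman rho of 0.44 across genes, which are not independent replicates, and median log2 ratios of -0.19 in the 10% of genes with the lowest and 0.13 in the 10% with the highest GC content. When random lists were matched on GC content as well, a choice made after the data were seen, the epithelial and 8q24 lists lay inside the central 95% and the immediate early genes lay below it, and both mitochondrial lists lay inside it when gene length was matched instead. From the number of differentially expressed genes in each pathway, the paper takes PI3K/Akt signaling as the pathway of most interest.

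**Figure D2:**
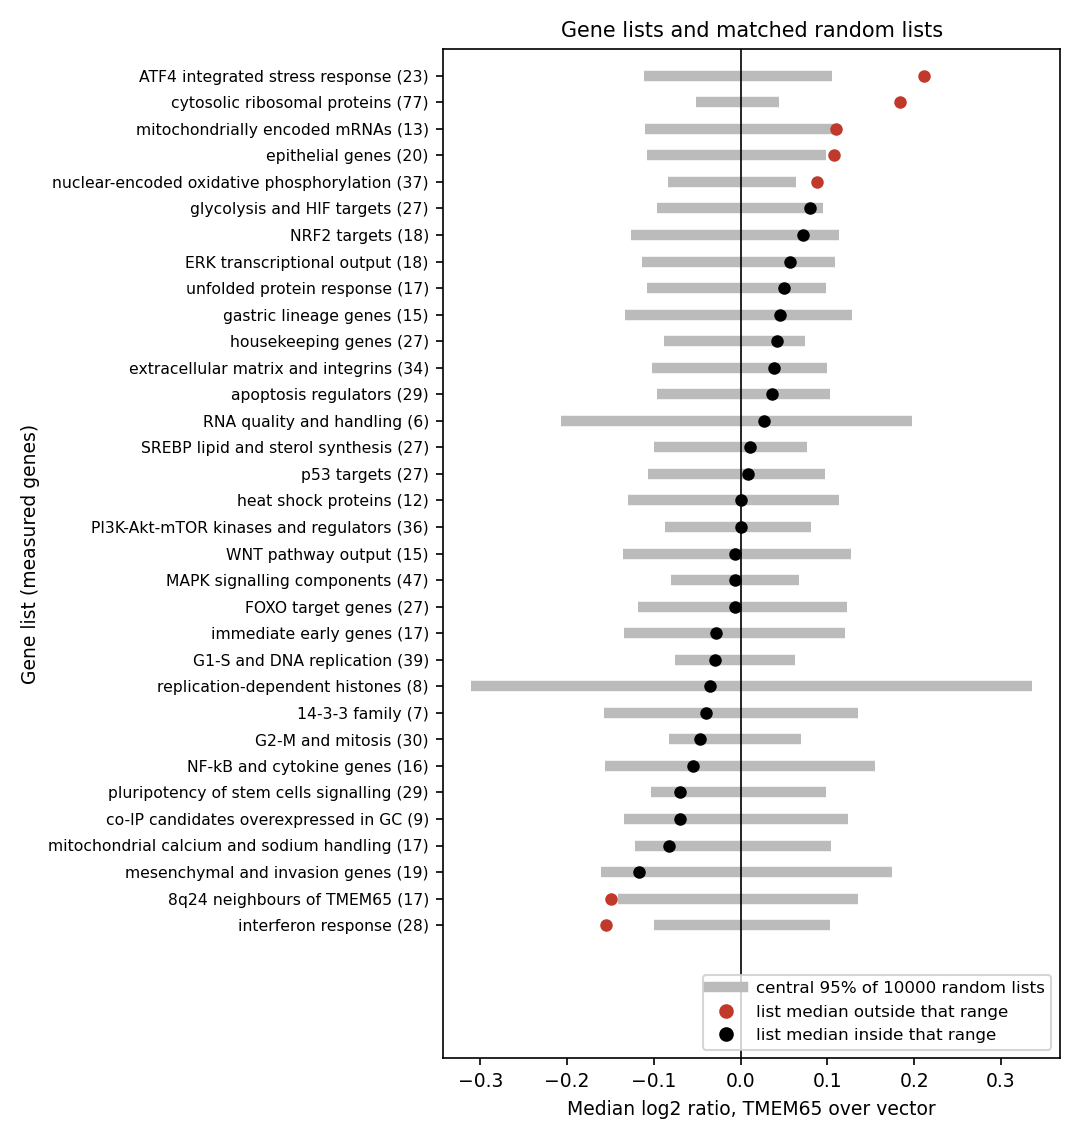
Median log2 ratio of TMEM65 to vector normalized counts (horizontal axis) for each gene list with at least 6 measured genes (vertical axis, number of genes in parentheses), as points. Grey bars span the central 95% of 10000 random lists of the same size matched on mean expression; red points, among them ATF4 genes at 0.21 and interferon response genes at -0.16, lie outside their bars.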

Gene expression changes after overexpression of TMEM65 in PI3K/Akt signaling was analyzed by RNA-sequencing, including LPAR6, GNG3, IL7 and other genes. 

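All 17 genes of Fig. 5B differed in the direction that the figure draws, and 7 of them were past the size rule. LPAR6, a receptor gene for lysophosphatidic acid, had a ratio of 0.153 (0.0975 to 0.231), and IL7, an interleukin gene, had a ratio of 0.281 (0.129 to 0.565), and both were lower. PIK3CD, which encodes a catalytic subunit of PI3K, was 5.00-fold higher (1.91 to 16.6), and CREB5, a transcription factor gene, was 4.91-fold higher (2.76 to 9.40). LAMA1, VTN and COL9A3, which encode extracellular matrix proteins, had ratios of 4.47 (1.26 to 24.1), 2.21 (1.31 to 3.87) and 2.03 (1.14 to 3.76).
LPAR6 (ENSG00000139679) lies on chromosome 13 of GRCh38 from 48389567 to 48444704 and had 158 counts in vector and 27 in TMEM65. IL7 (ENSG00000104432) lies on chromosome 8 from 78675743 to 78805523 and had 35 and 11 counts. PIK3CD (ENSG00000171608) lies on chromosome 1 from 9651732 to 9729114 and had 5 and 28 counts. CREB5 (ENSG00000146592) lies on chromosome 7 from 28299321 to 28825894 and had 14 and 77 counts. GNG3 (ENSG00000162188), a G protein subunit gene on chromosome 11 from 62707658 to 62709201, had 4 and 1 counts and a ratio of 0.223 (0.00453 to 2.26). ITGA10, IL2RG and CSF3 had ratios of 2.05, 2.08 and 2.08, LAMC3 and GNG2 each had a ratio of 0.447, RELN a ratio of 0.496 and ITGA2B a ratio of 4.47, and the interval of each of these 7 genes included 1. GNB4 and CCND2 each had 1 count in vector and 3 counts in TMEM65, for which no fold is given.
The 17 genes had 4 to 185 counts over both libraries, and 8 had under 10 counts in each. In the authors' deposited table, 4 of the 17 genes have a q-value under 0.05. With a prior count of 5 added to each library, 5 of the 17 genes were past the size rule, since VTN and COL9A3 then had ratios of 1.99 and 1.82, and LAMA1 and PIK3CD had ratios of 2.35 and 3.06. Fig. 5B shows these genes in the same libraries, so that their direction here is not an independent measurement, and GNG3, IL7, COL9A3, GNB4 and PIK3CD share exon sequence with a gene on the other strand.

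**Figure D3:**
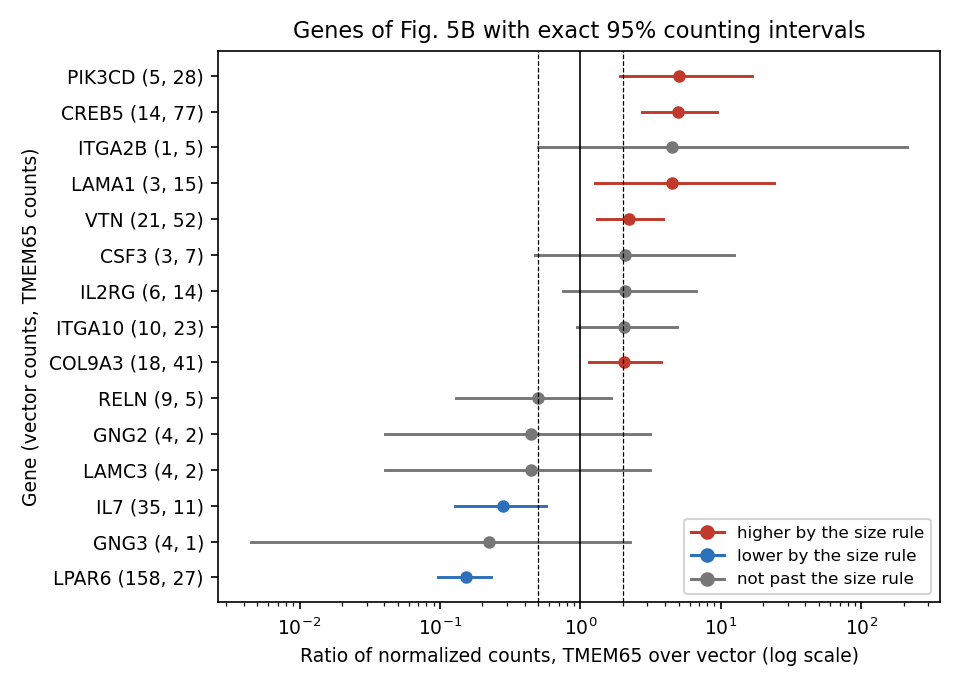
Ratios of TMEM65 to vector normalized counts on a log axis (points) with exact 95% counting intervals (lines) for the 15 genes of Fig. 5B with more than 3 counts in a library, labelled with their vector and TMEM65 counts. Red and blue mark genes past the size rule, dashed lines mark ratios of 0.5 and 2, and the intervals of the grey genes cross 1.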

(Fig. 5B). The relationship between TMEM65 and 5 of these genes (IL7, ITGA2B, LAMA1, COL9A3, VTN) was showed in Supplementary material Fig. S1. We further performed luciferase experiments of PI3K/Akt (FHRE-Luc) in TMEM65 overexpression and knockdown GC cell lines as compared with control cells. The results showed that overexpression of TMEM65 in AGS cells would inhibit the activity of FHRE-Luc (*P* < 0.0001; Fig. 5C), accompanied with increased protein levels of phospho-Akt (p-Akt), phospho-glycogen synthase kinase-3beta (p-GSK3β) and phospho-mammalian target of rapamycin (p-mTOR) as shown by Western blot (Fig. 5D). On the contrary, knockdown of TMEM65 displayed the opposite result (Fig. 5C and D). To further verify the effect of TMEM65 on the PI3K/Akt signaling, PI3K inhibiter GDC-0941 or Akt inhibiter Capivasertib were used [10–12]. GDC-0941 decrease the p-Akt increase effect by TMEM65 ectopic expression as compared with DMSO treatment (Fig. 5E). Consistently, cell viability assays showed that GDC-0941 or Capivasertib reduced the promoting effect of overexpression of TMEM65 (*P* < 0.05; Fig. 5F). Thus, our results indicated that TMEM65 exerts its oncogenic effect at least in part by activating the oncogenic PI3K/Akt/mTOR pathway.

**Fig. 5:**
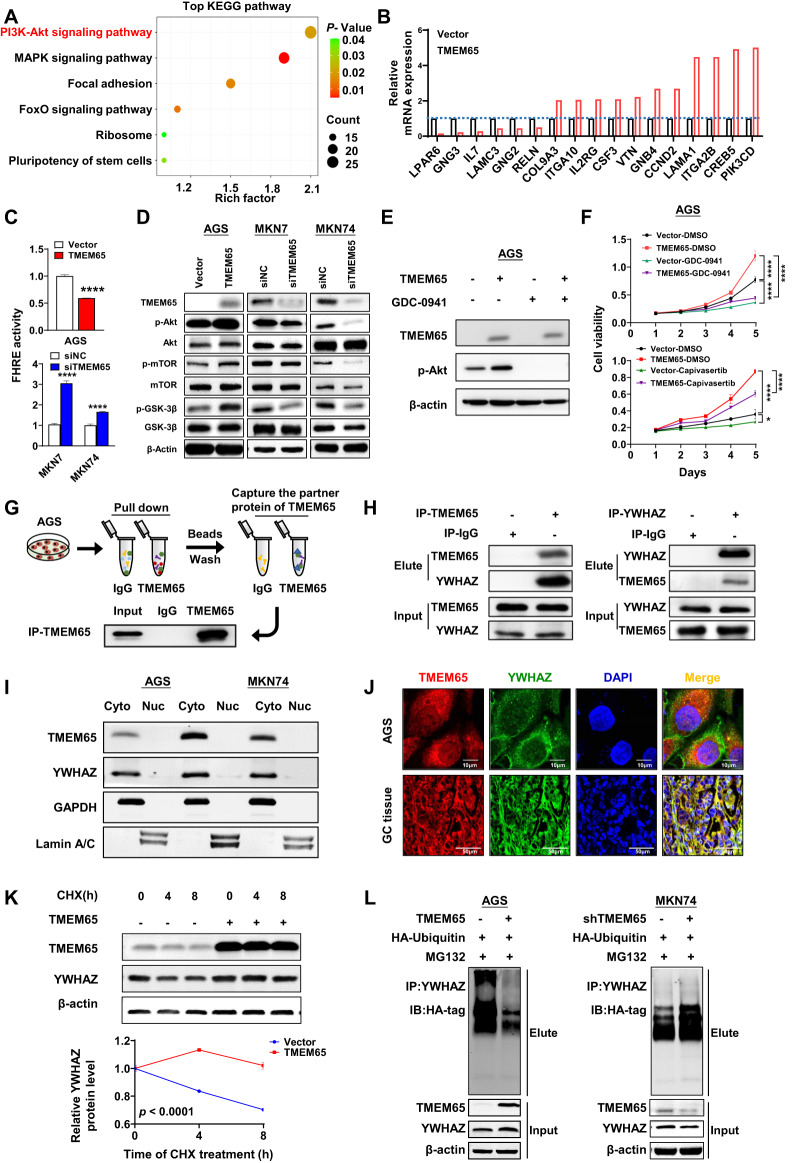
TMEM65 activates PI3K/Akt/mTOR signaling and YWHAZ is the downstream target of TMEM65. **A** RNA sequencing followed by KEGG pathways analysis revealed TMEM65 activated PI3K/Akt signaling. **B** Gene expression changes after overexpression of TMEM65 in PI3K/Akt signaling. **C** Ectopic expression of TMEM65 significantly reduced PI3K/Akt activity while knockdown of TMEM65 showed opposite effect. **D** Overexpression of TMEM65 enhanced the protein expression of PI3K/Akt/mTOR signaling related markers in GC cells, while knockdown of TMEM65 showed the opposite effect. **E** The inhibition efficiency on p-Akt of PI3K inhibitor GDC-0941 was confirmed by Western blot. **F** AGS cells treatment with PI3K inhibitor GDC-0941 (0.5 μmol/L) and Capivasertib (1 nmol/L), inhibited the promoting effect of TMEM65 on cell viability. **G** Workflow of downstream factor identification of TMEM65 by LC-MS. **H** Co-IP followed by Western blot analyses confirmed the binding between TMEM65 and YWHAZ in AGS cells. **I** TMEM65 and YWHAZ co-localized in cytoplasm of GC cells (AGS, MKN74 and MKN7) determined by Western blot. **J** TMEM65 and YWHAZ are mainly co-localized in cytoplasm in AGS and GC tissues as demonstrated by fluorescence microscope. **K** Ectopic expression of TMEM65 increased the stability of YWHAZ in AGS cells. **L** TMEM65 decreased YWHAZ ubiquitination and increased its protein level.

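In the other pathways of Fig. 5A, a few genes of each were past the size rule in TMEM65-overexpressing AGS cells. Of 139 measured genes of Focal adhesion, 4 were higher and 3 were lower, and the genes were PIK3CD, VTN, LAMA1 and COL9A3 against ARHGAP5, COL1A2 and FN1. Of 105 measured genes of the FoxO signaling pathway, PIK3CD, TGFB3 and AGAP2 were higher and STK4, IL10 and FOXO6 were lower. Of 92 genes of Signaling pathways regulating pluripotency of stem cells, ACVR2B, KLF4 and PIK3CD were higher and WNT5B was lower. Of 131 genes of Ribosome, RPL36A-HNRNPH2 and RPS10-NUDT3 were higher and MRPL19 was lower, and the first pair are read-through gene models that share exons with their neighbours. These counts lay at the 90.8 percentile for Focal adhesion, the 96.0 percentile for FoxO signaling, the 90.9 percentile for pluripotency and the 83.3 percentile for Ribosome among matched random lists. The median log2 ratio over all measured genes of a pathway was 0.04 for Focal adhesion, at the 99.0 percentile of such lists, and 0.13 for Ribosome, at the 100 percentile, and both lay outside the central 95%, whereas the medians of the other pathways of Fig. 5A lay inside it. With at least 50 counts required in 1 library, 2 genes of Focal adhesion and 2 of FoxO signaling passed the size rule, and a stricter counting interval left 2 and 3. When genes that share exons with another gene were removed, a choice made after the data were seen, 4 genes of Focal adhesion and 0 of Ribosome passed. Genes of these pathways that lie outside the rule for named genes were chosen after their values were seen.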

### TMEM65 interacts with YWHAZ in GC cells

To gain insight into the molecular mechanistic basis of the tumor promoting effect of TMEM65 in GC, we sought to identify its interacting partners by Co-IP followed by identification of the associated proteins using LC-MS (Fig. 5G). Among the identified 208 candidates (Table S2), 31 were cytosolic proteins and related to PI3K/Akt signaling pathway, and 10 candidates were overexpressed in GC (YWHAZ, LDHA, ENO1, IQGAP1, ALDOA, HSP90AB1, VDAC1, EEF2, ATP4A, HSP90AA1) [13–22]. We next selected YWHAZ for further evaluation in light of its reported roles in cancer [13, 23, 24]. To validate the interaction between TMEM65 and YWHAZ were co-expressed in GC cells, and total proteins were immunoprecipitated with anti-TMEM65 or anti-YWHAZ antibodies. Western blot analyses confirmed that TMEM65 and YWHAZ could be coprecipitated by each other in GC cells (Fig. 5H). Then we extracted the cytoplasm and nucleus protein of GC cells of AGS, MKN7 and MKN74, the result shows that TMEM65 and YWHAZ were mainly localized in the cytoplasm in GC cells (Fig. 5I). We further examined the intracellular distribution of TMEM65 and YWHAZ by immunofluorescence staining. Confocal microscopy images showed that TMEM65 and YWHAZ were co-localized in the cytoplasm in TMEM65 overexpressed AGS cells and GC tissues (Fig. 5J). We further determined whether TMEM65 regulated protein stability of YWHAZ. We treated TMEM65 or control vector transfected cells with the protein synthesis inhibitor cycloheximide (CHX). As shown in Fig. 5K, YWHAZ was stabilized in the presence of TMEM65 in AGS cells (*P* < 0.0001). We next investigated whether TMEM65 increased the protein stability of YWHAZ by regulating its ubiquitination and degradation. We transfected TMEM65 overexpressed or knockdown cells with ubiquitin-HA, followed by MG132 treatment and pulldown of cell lysates with anti-YWHAZ. As shown in Fig. 5L, TMEM65 overexpression decreased YWHAZ ubiquitination, while TMEM65 knockdown had an opposite effect, suggesting that TMEM65 binds YWHAZ to inhibit ubiquitin-mediated degradation of YWHAZ.

### Oncogenic function of TMEM65 depends on YWHAZ

We investigated the clinical significance of YWHAZ in GC. YWHAZ is overexpressed in paired GC tissues compared to adjacent normal tissues from TCGA cohort (*n* = 26; *P* < 0.01), as well as in the overall cohort (adjacent normal, *n* = 26; GC, *n* = 375) (Fig. 6A). GC patients with high YWHAZ expression also showed poor survival from cohort I and TCGA cohort (*P* < 0.05; Fig. 6B). We determined expression of YWHAZ in AGS, MKN7 and MKN74 cells, and revealed that MKN74 and MKN7 cells had higher YWHAZ expression compared to AGS cells (Fig. S4). We thus depleted YWHAZ in MKN7 and MKN74 cells by siRNA (Fig. 6C1). YWHAZ knockdown significantly decreased cell growth and colony formation (*P* < 0.01) (Fig. 6C1–2) and promoted FHRE-Luc, indicative of suppressed PI3K/Akt signaling (*P* < 0.005) (Fig. 6C3). We then performed knockdown of YWHAZ in TMEM65 overexpressing AGS cells. YWHAZ knockdown blocked the promoting effect of TMEM65 overexpression on cell viability, colony formation, apoptosis and cell migration/invasiveness (*P* < 0.01; Fig. 6D–H). Moreover, knockdown of YWHAZ blunted the TMEM65 induced PI3K/Akt pathway activation (*P* < 0.001; Fig. 6I–J).

**Fig. 6:**
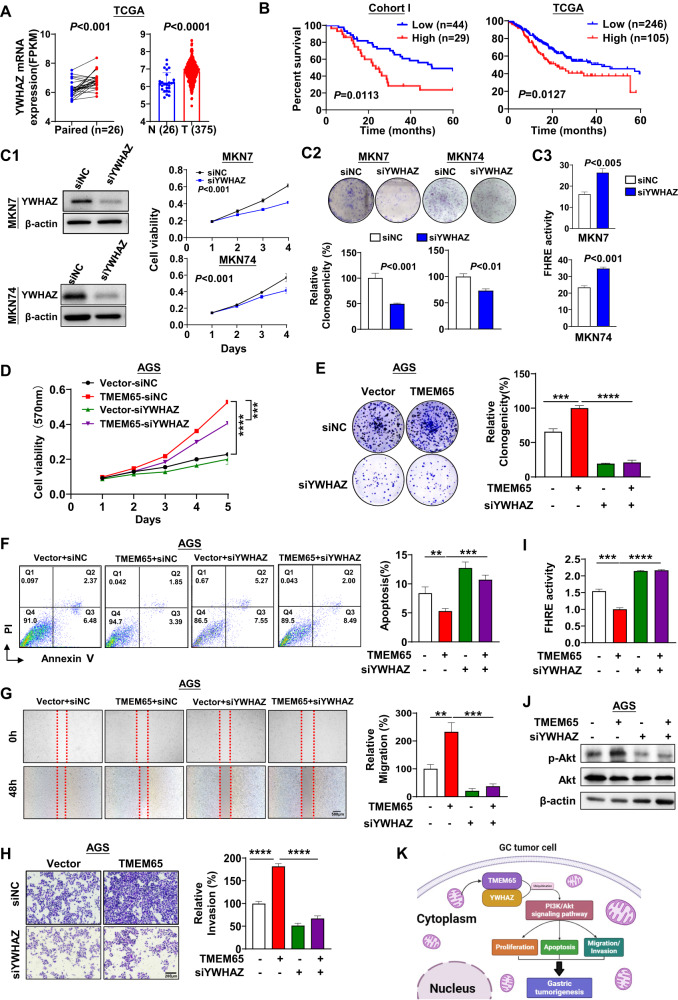
Oncogenic function of TMEM65 is depended on YWHAZ in GC cells. **A** YWHAZ was upregulated in GC tissues as compared with normal tissues from TCGA cohort. **B** Kaplan-Meier survival analysis from cohort I and TCGA cohort showed GC patients with high YWHAZ expression had poorer survival. **C1** Knockdown of YWHAZ in MKN7 and MKN74 cells was confirmed by Western blot. **C1–C3** Knockdown of YWHAZ in MKN7 and MKN74 cells significantly inhibited cell viability **C1**, colony formation ability **C2** and PI3K/Akt signaling, evidenced by increased FHRE activity **C3**. **D**–**H** Knockdown of YWHAZ in AGS cells significantly reduced the promoting effect of TMEM65 on cell viability **D**, cell clonogenicity **E**, anti-apoptosis effect **F**, cell migration ability **G**, cell invasiveness **H**, and activation of PI3K/Akt signaling, determined by luciferase reporter assay **I** and Western blot **J**. **K** Schematic illustration of the molecular mechanism of TMEM65 in GC.

## Discussion

In this study, TMEM65 amplification was identified by genomic hybridization microarray to profile copy-number variations in GC. We revealed that the amplification of TMEM65 was positively associated with its mRNA overexpression in 413 GC cases in TCGA cohort (*P* < 0.001), suggesting that increased TMEM65 copy number contributes to the upregulation of TMEM65. TMEM65 was located on chromosome 8q24. which is one of the most frequently amplified regions in multiple cancers [4, 25, 26]. We investigated the clinical importance of TMEM65 expression in GC patients at mRNA and protein levels in two independent cohorts. Patients with high TMEM65 expression showed lower survival rate (All stage and Stage III-IV). Both univariate and multivariate Cox regression analyses showed high expression levels of TMEM65 were correlated with an increased risk of GC-related death. Consistently, TMEM65 copy number gain was significantly correlated with the poor survival and was an independent prognostic factor for GC patients from our cohort (*P* = 0.0042). The clinical outcome of GC varies greatly depending on the aggressiveness of individual tumors. Many patients experience disease recurrence following radical surgery. Thus, additional prognostic biomarkers may provide better risk assessment that can guide personalized chemotherapy. Our results demonstrated that TMEM65 may serve as a new independent prognostic marker for patients with GC.

Since TMEM65 was commonly upregulated in patients with GC, this implies its important oncogenic function during gastric tumorigenesis. With this connection, we performed in vitro gain- and loss-of-function assays on TMEM65. In vitro study demonstrated that overexpression of TMEM65 in AGS cells significantly promoted cell proliferation. Conversely, knockdown of TMEM65 in MKN7 and MKN74 cells significantly decreased cell growth. TMEM65 promoted GC cell growth was mediated by promoting G1-S cell cycle transition and inhibiting cell apoptosis. TMEM65 reduced the expression of P53, P21^cip1^, P53 as a transcription factor induces the expression of P21^cip1^, which is an inhibitor of the cyclin dependent kinases (CDKs) [27]. Loss the inhibition effect of P21^cip1^, TMEM65 thus promoted G1-S transition, associated with the upregulation of cyclin D1 and CDK4, which are the key regulator of the transition through the G1 phase of the cell cycle. Concomitantly, the growth-enhancement effect of TMEM65 was related to inhibition of apoptosis. Overexpression of TMEM65 inhibited caspase-dependent apoptosis pathway including caspase-3, caspase-7, caspase-8, caspase-9, and PARP. Caspase dependent apoptosis involved a group of intracellular proteases called caspases are responsible for the deliberate disassembly of the cell into apoptotic bodies during apoptosis [28, 29]. Caspases are present as inactive pro-enzymes that are activated by proteolytic cleavage. Caspases 8, 9 and 3 are situated at pivotal junctions in apoptosis pathways. Moreover, ectopic expression of TMEM65 in GC cell lines significantly promoted their migration and invasion abilities. Notably, knockdown of TMEM65 in MKN74 cells inhibited cell proliferation in a subcutaneous xenograft model and lung metastasis model. Collectively, our results indicate that TMEM65 exerts oncogenic properties in GC via promoting cell proliferation and cell-cycle progression, inhibiting apoptosis and increasing metastatic abilities.

Given the important role of TMEM65 in GC tumorigenesis and metastasis, we evaluated its potential as a therapeutic target. In line with the oncogenic function of TMEM65, targeting depletion of TMEM65 by VNP-encapsulated TMEM65-siRNA significantly suppressed tumor growth in subcutaneous xenograft tumor model, and TMEM65 could serve as a therapeutic target in GC. Taken together, our results suggest that targeting of TMEM65 is a promising strategy for the treatment of GC patients.

We demonstrated that TMEM65 plays an oncogenic role via activating PI3K/Akt/mTOR signaling pathway in GC cells, which identified by RNA sequencing analysis [30–32]. As we all know, PI3K/Akt/mTOR signaling is one of the most frequently dysregulated signaling cascades in human malignancies and is implicated in a wide variety of different neoplasms [30–33]. More and more evidence showed that the PI3K/Akt/mTOR pathway is one of the crucial factors for GC cells proliferation and survival, and can promote the EMT transformation of GC cells [34, 35]. Ectopic expression of TMEM65 caused significant induction and activation of PI3K/Akt/mTOR and induced phosphorylation of Akt, mTOR and GSK-3β. Furthermore, PI3K/Akt signaling inhibitor abolished the oncogenic effect of TMEM65 on cell proliferation. Thus, these results suggest that TMEM65 plays an oncogenic role mainly through activation of PI3K/Akt/mTOR signaling pathway.

To understand the molecular basis of the role of TMEM65, Co-IP of TMEM65 followed by LC-MS identified YWHAZ as an interacting partner of TMEM65. The direct interaction between TMEM65 and YWHAZ was confirmed by Western blot analysis of Co-IP products. TMEM65 was co-localized in the cytoplasm with YWHAZ by confocal immunofluorescence assay and Western blot analysis. And the mRNA expression of TMEM65 and YWHAZ were positively correlated in TCGA cohort and cohort I. These results suggested that YWHAZ is a direct downstream interaction partner of TMEM65. Moreover, we demonstrated that TMEM65 interacts with YWHAZ and stabilized the latter against ubiquitination-mediated degradation. Notably, YWHAZ plays a pivotal role in TMEM65-mediated activation of PI3K/Akt/mTOR signaling in gastric tumorigenesis [36, 37]. YWHAZ belongs to the 14.3.3 protein family which mediates signal transduction by binding to phosphoserine-containing proteins. YWHAZ has been reported to promote tumor growth in several cancer types and involved in PI3K/Akt signaling [38, 39], emphasized YWHAZ as a prognostic factor and potential therapeutic target for GC [24]. In keeping with this, we revealed that expression of YWHAZ significantly enhanced in GC, signifying its oncogenic role in GC. We then demonstrated that overexpressed TMEM65 could stabilized YWHAZ protein to facilitate its oncogenic function in GC. TMEM65 promoted GC growth, invasion/migration ability and anti-apoptosis through coordinating with a novel interacting partner YWHAZ. We demonstrated that YWHAZ knockdown in GC cells blunted the TMEM65-induced oncogenic function and PI3K/Akt signaling activation [40], inferring that the oncogenic role of TMEM65 in GC is, at least in part, dependent on YWHAZ.

In conclusion, we demonstrate that TMEM65 is amplification in GC due to copy number gain. High TMEM65 expression or copy number gain are associated with poor survival of GC patients. TMEM65 is a novel GC oncogenic factor that promotes cell proliferation, cell cycle transition, metastasis but inhibits cell apoptosis. Mechanistically, TMEM65 binds and stabilized YWHAZ to activate PI3K/Akt/mTOR signaling pathway to facilitate GC. Targeting of TMEM65 is a promising strategy for treatment of GC patients (Fig. 6K).

## Materials and methods

### Human gastric tissue collection

We recruited 207 GC patients including cohort I of 78 GC tumor tissues, and Cohort II of 129 GC tumor tissues from Peking University Cancer Hospital, Beijing, China. The clinical and pathological characteristics of patients in cohort I were listed in Table S1. We also included TCGA cohort of 375 GC samples in this study. In addition, 21 paired paraffin-embedded slides from primary gastric tumor and adjacent nontumor sites from patients with GC were obtained at the First Hospital of Hebei Medical University, Shijiazhuang, China. The specimens were snap-frozen in liquid nitrogen and stored at −80 °Cor fixed in 10% formalin and embedded in paraffin for routine histologic examination. The study protocol was approved by the Clinical Research Ethics Committee of The First Hospital of Hebei Medical University and Peking University Cancer Hospital and Institute. And all subjects provided informed consent for obtaining the study specimens. This study was carried out in accordance with the Declaration of Helsinki of the World Medical Association.

### GC cell lines

GC cell lines (MKN74, AGS, MKN7) were used in this study. AGS were obtained from ATCC (American Type Culture Collection, Manassas, VA). MKN74 was obtained from JCRB (Japanese Collection of Research Bioresources Cell Bank, Japan). MKN7 was obtained from BNCC (BeNa Culture Collection, China). AGS and MKN74 were obtained between 2014 and 2015 and MKN7 were obtained 2023. These cells authentication was confirmed by short tandem repeat profiling. Cells were cultured and maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco BRL) supplemented with 10% fetal bovine serum (FBS, Gibco BRL) and 1% antibiotics according to the ATCC protocols. Cells were maintained at a 37 °C incubator with 5% CO2. Routine Mycoplasma testing was performed by PCR. Cells were grown for no more than 25 passages in total for any experiment.

### RNA extraction, semi-quantitative RT-PCR, and real-time PCR analyses

Total RNA was extracted from cells and tissues using TRIzol Reagent (Invitrogen). The extracted RNA was reversely transcribed into complementary DNA (cDNA) through a cDNA Reverse Transcription Kit (TransGen Biotech). Semi-quantitative PCR was performed by AmpliTaq Gold DNA polymerase (Applied Biosystems; Thermo Fisher Scientific). Quantitative real-time PCR was performed by SYBR Green PCR Master Mix (Takara) on 7500HT Fast Real-Time PCR System (Applied Biosystems; Thermo Fisher Scientific). Experiments were repeated twice. β-actin was tested for normalization. Each sample was tested in triplicate. The 2−ΔΔCt method was employed to quantify the relative gene expression levels. The sequences of primers used are listed in Supplementary Table S3.

### RNA interference

TMEM65 siRNA (siTMEM65: 5’-CAGGACAGCUGAGAUAUGUTT-3’), TMEM65 shRNA (shTMEM65: 5’-CAGGACAGCUGAGAUAUGUTT-3’), YWHAZ siRNA (siYWHAZ: 5’-CACGCUAAUAAUGCAAUUATT-3’) and Negative Control (siNC) or (shNC) were ordered form Genepharma Company. 50 nmol of siTMEM65, shTMEM65, siYWHAZ or siNC, shNC were transfected into cells using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions.

### Subcutaneous xenograft and lung metastasis mouse models

MKN74 cells were stably transfected with shTMEM65 or sh-negative control (shNC), after transfection, MKN74 cells were selected by puromycin. The effect of shTMEM65 stable cells was verified by Western blot and cell viability assay. According to the random number table, 14 male NOG mice were divided into the control group (*n* = 7), and experiment group (*n* = 7). MKN74(1 × 10^7^ cells) were injected subcutaneously into the right flanks of 4-week-old male NOG mice. Tumor volumes were measured every 3 days using a caliper. Tumor volume (mm^3^) was estimated by measuring the longest and shortest diameters of the tumor and calculated as previously described. Two weeks later, mice were sacrificed. At the endpoint, tumors were harvested and weighted. The excised tissues were either fixed in 10% neutral-buffered formalin. Tumor sections from paraffin-embedded blocks were used for histologic examination.

To assess the effect of TMEM65 on tumor metastasis, MKN74 cells (5 × 10^6^ cells) stably transfected with shTMEM65 or shNC were injected into the tail vein of 6-week-old male Balb/c nude mice (*n* = 5 per group). Four weeks after injection, the mice were sacrificed. The lungs were stained with hematoxylin and eosin. The area of lung metastatic under the same field were counted in a blinded manner. All experimental procedures were approved by the Animal Ethics Committee of the Chinese University of Hong Kong.

### RNA sequencing and analysis

About 1 × 10^7^ cells per sample was used as input material for the RNA sample preparations. All samples had RNA integrity values > 6.8. Sequencing libraries were generated using the IlluminaTruSeq RNA Sample Preparation Kit (Illumina) following the manufacturer’s recommendations. The libraries were sequenced using the Illumina HiSeq X-ten platform as per the manufacturer’s instructions (Shanghai Biotechnology Corp, Shanghai, China). Gene expression profiles were analyzed in TMEM65-overexpressing cells compared with control vector-transfected counterparts. KEGG pathway enrichment analysis was conducted using the differential genes of the overexpressed TMEM65 group and the control group, and the top 6 pathways were sorted out according to the number of enriched differential genes and *P* value.

### Co-immunoprecipitation (Co-IP) and liquid chromatography-mass spectrometry

Briefly, total protein was extracted in radioimmunoprecipitation assay (RIPA) buffer supplemented with proteinase inhibitor and DNase I (GD201-01, TransGen Biotech). Immunoprecipitation was performed using anti-TMEM65 antibody (ab236861, Abcam) or anti-IgG Antibody. Antibody and lysed protein were stirred overnight at 4 °C. We use Pure Proteome™ Protein A/G Mix magnetic beads (88802, Thermo Scientific™) to specifically bind the protein of interest, the magnetic beads were collected by hand on a magnetic stand. Collected beads and used Low-pH Elution Buffer (0.1 M glycine, pH2.0) to elute the target protein and neutralize the PH. Beads with extracted proteins were washed 3 times by 50 mM ammonium bicarbonate buffer and subjected to digestion by trypsin at 37 °C for 2 h (Promega, Madison, WI). The antibodies used are listed in Table S4. Tryptic peptides were then extracted for liquid chromatography-mass spectrometry (LC-MS) analysis (Shanghai Biotechnology Corp, Shanghai, China) [41]. The candidate TMEM65 interacts proteins identified by LC-MS were shown in Table S2.

### Ubiquitination assay

TMEM65 overexpressed AGS cells or TMEM65 knockdown MKN74 cells were co-transfected with Ubiquitin-HA for 24 h. Then the cells were incubated in the presence or absence of 10 µM MG132 (HY-13259C, MedChemExpress) for 12 h. Cells were lysed with RIPA buffer supplemented with protease inhibitors. Immunoprecipitation was performed using anti-YWHAZ (14881-1-AP, Proteintech). Immunoprecipitated proteins were analyzed by Western blot using anti-HA (51064-2-AP, Proteintech).

### Immunofluorescence

AGS cells (TMEM65 overexpressed) were seeded onto coverslips in a 6-well plate. 24 h after transfection, cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100, blocked in Normal Goat Serum, and incubated with anti-TMEM65 (1:100 dilution) and anti-YWHAZ (1:200 dilution) overnight at 4 °C, followed by anti-Rabbit IgG secondary fluorescent antibody and anti-mouse IgG fluorescent secondary antibody in the dark for 1 h. Cells were then mounted with ProLong Gold Antifade Mountant with DAPI (Life Technologies). Pictures were taken with a fluorescence microscope, and the slides were wrapped in tin foil and stored at −20 °C.

### Vesicle-like PLGA-based nanoparticle (VNP) formulation

Vesicle-like PLGA-based nanoparticle (VNP) formulation Vesicle-like PLGA-based nanoparticle were assembled by Guangzhou Kelan Biotechnology Co., Ltd (Guangzhou, China). 2’-O-Methyl (2’-OMe) modified siRNA with 2’-O-Methyl (2’-OMe) modification were purchased from GenePharma Co.,Ltd (Shanghai, China). The sequencing of human siTMEM65 (sense: GUGGCAAACACGUCUUAGUTT; antisense: ACUAAGACGUGUUUGCCACTT. We subcutaneously injected wild type MKN74 cells (1 × 10^7^) into the nude mice of 4-week-old male Balb/c nude mice (*n* = 5 per group). On day 16, the experimental and control groups were injected with VNP-siTMEM65 or VNP-siNC once every two days in xenograft tumors, tumor volumes were measured every 2 days using a caliper. Tumor volume (mm^3^) was estimated by measuring the longest and shortest diameters of the tumor and calculated as previously described. One month later, mice were sacrificed. At the endpoint, tumors were harvested and weighted. We weighed the transplanted tumor in the two group.

### Statistical analysis

The results were expressed as mean ± SD. The Pearson correlation coefficient was used to evaluate the correlation between TMEM65 gene amplification and expression in the clinical samples. Overall survival in relation to expression was evaluated by the Kaplan-Meier survival curve and the log-rank test. Mann-Whitney *U* test or Student’s *t* test was performed to compare the variables of two groups. mRNA expression of 375 GC samples were downloaded from TCGA via UCSC Xena. The difference in cell viability and tumor growth rate between two groups of mice was determined by repeated-measures analysis of variance. In vitro experiments were performed in triplicates, with at least three independent experiments. All statistical tests were performed using Graphpad Prism 9.0 (Graphpad Software Inc., San Diego, CA) or the SPSS program (version 17.0; SPSS, Chicago, IL). *P* values < 0.05 were taken as statistical significance.

### Supplementary information

Supplementary Figures

Supplementary Tables

Supplementary method

## Data Availability

All datasets and raw data generated and/or analysed during the current study are available from the corresponding author upon reasonable request. The RNA-seq data are deposited with the GEO with accession code GSE254012.

# Supplementary material for: TMEM65 promotes gastric tumorigenesis by targeting YWHAZ to activate PI3K-Akt-mTOR pathway and is a therapeutic target
**Source:** Oncogene. 2024 Feb 10;43(13):931–43. doi: 10.1038/s41388-024-02959-9
**Supplement:** Supplementary file 1 — Supplementary Figures

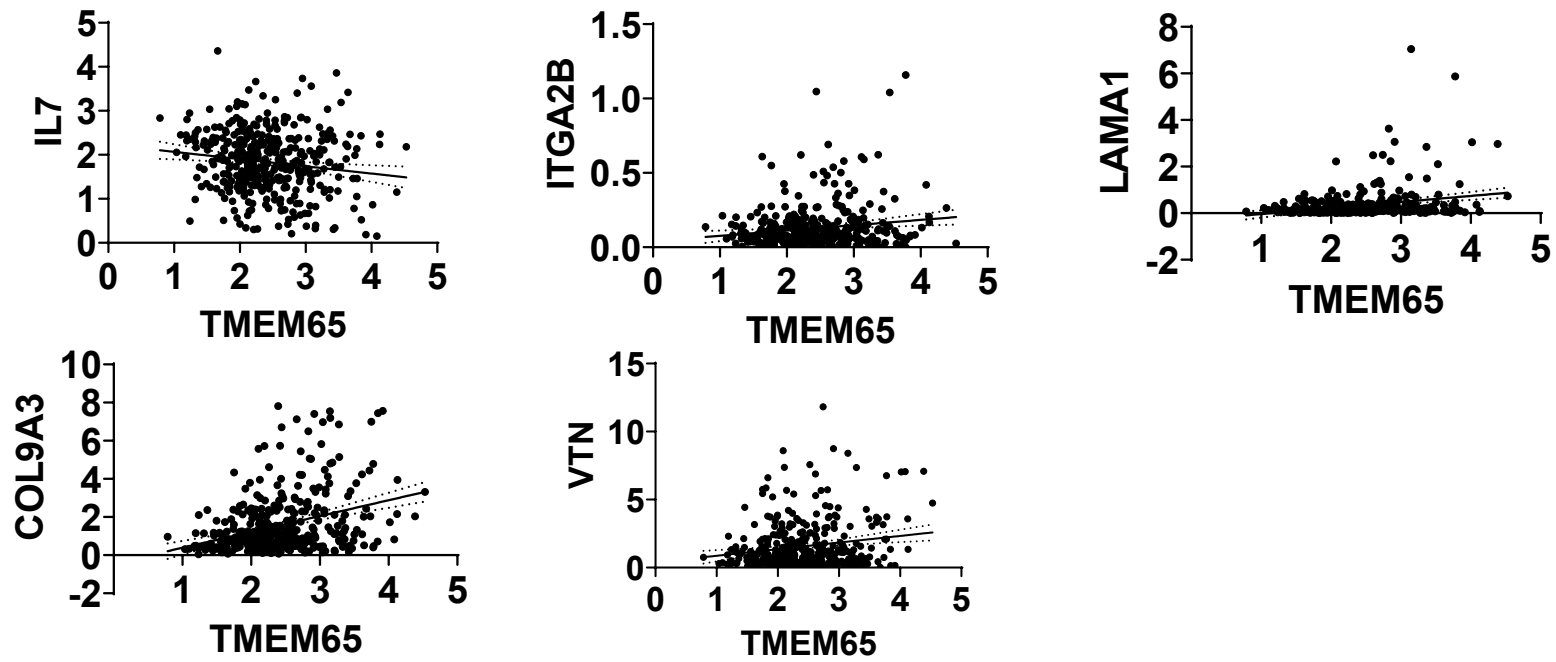

Figure S1. The relationship between TMEM65 and 5 expression changed genes after TMEM65 overexpressed.

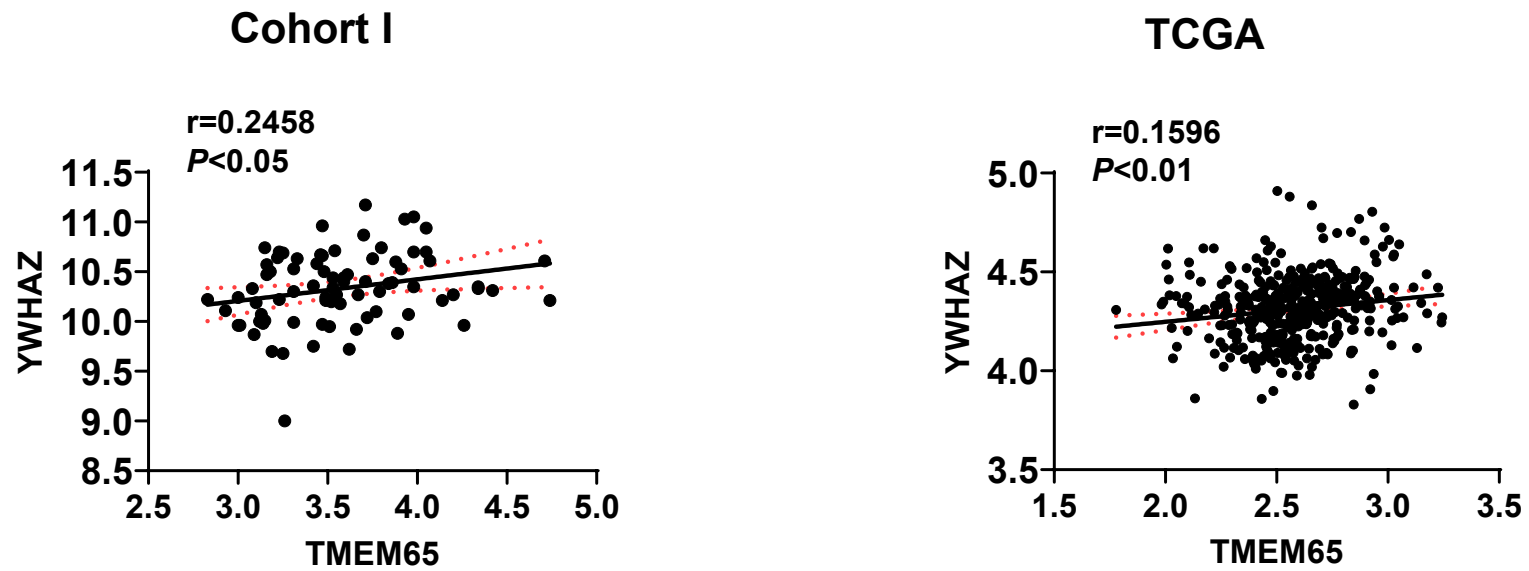

Figure S2. The relationship between TMEM65 and YWHAZ in cohort I and TCGA cohort.

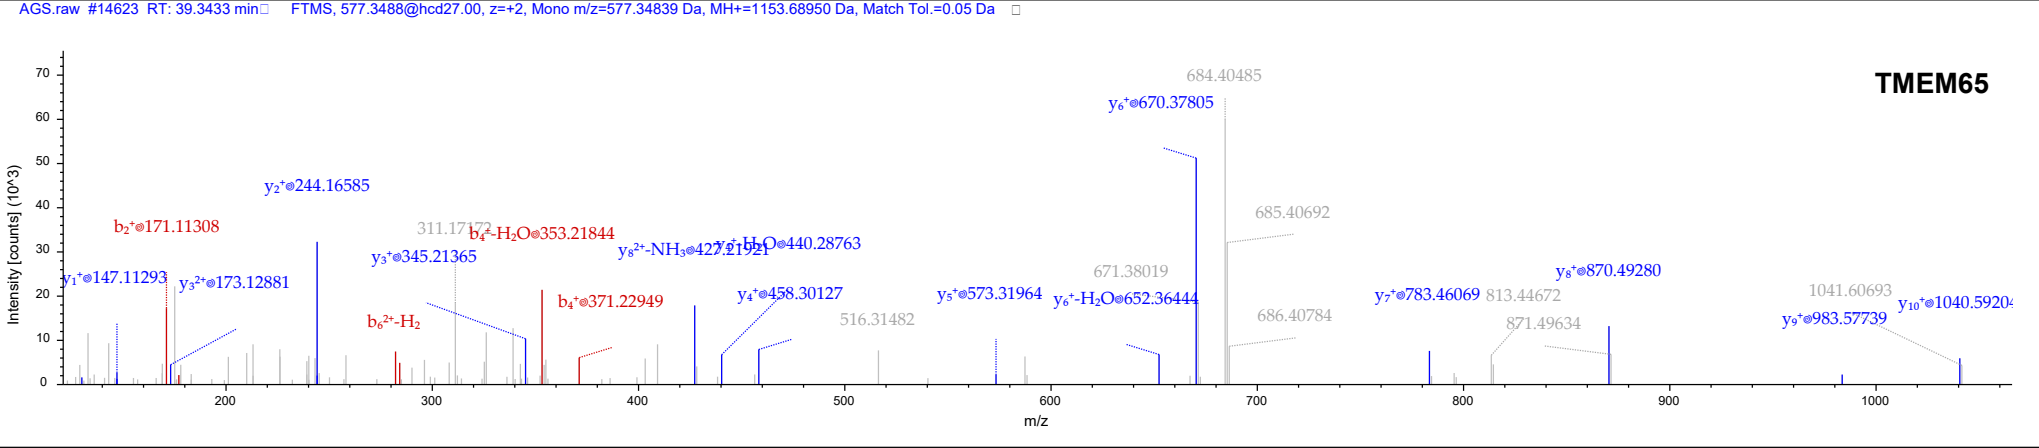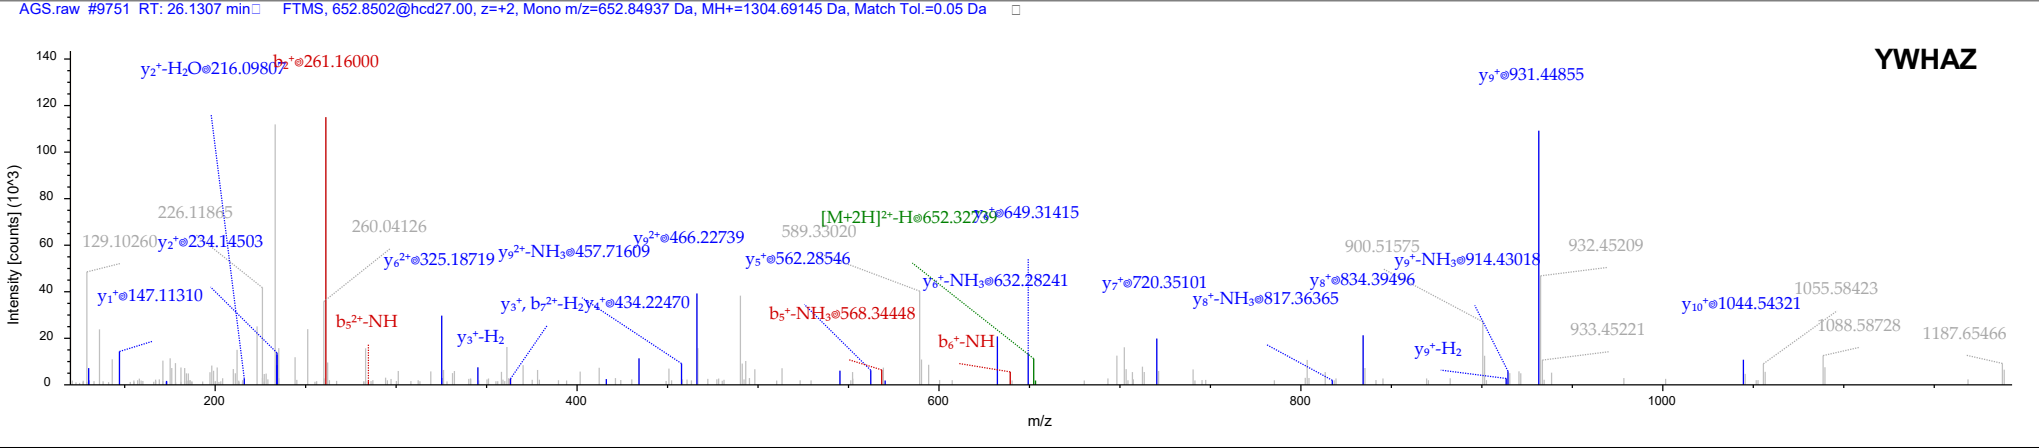

Figure S3. Liquid chromatography-mass spectrometry (LC-MS) of TMEM65 and YWHAZ.

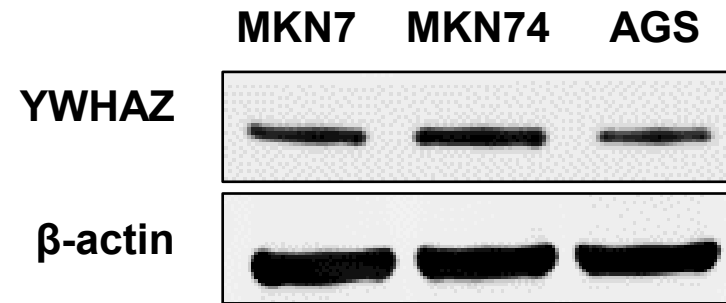

Figure S4. The basic expression of YWHAZ in AGS, MKN7 and MKN74.

# Supplementary material for: TMEM65 promotes gastric tumorigenesis by targeting YWHAZ to activate PI3K-Akt-mTOR pathway and is a therapeutic target
**Source:** Oncogene. 2024 Feb 10;43(13):931–43. doi: 10.1038/s41388-024-02959-9
**Supplement:** Supplementary file 2 — Supplementary Tables

**Table S1.** Clinical and pathological characteristics of patients in cohort Ⅰ.

|  | **Cohort I**  **(Beijing)** |
| --- | --- |
| **No. of patient** | 78 |
| **Age at resection** |  |
| <60 | 30 (38.5%) |
| >=60 | 48(61.5%) |
| **Gender** |  |
| Male | 58 (74.4%) |
| Female | 20 (25.6%) |
| **Location** |  |
| Cardia | 27(34.6%) |
| non-cardia | 51(65.4%) |
| **Differentiation** |  |
| Low | 15(19.2%) |
| High and moderate | 63(80.8%) |
| **Vascular cancer thrombus** |  |
| Positive | 36(46.1%) |
| Negative | 42(53.9%) |
| **T Stage** |  |
| I and II | 7(9.0%) |
| III and IV | 71(91.0%) |
| **N Stage** |  |
| Positive | 64(82.1%) |
| Negative | 14(17.9%) |
| **M Stage** |  |
| Positive | 10(12.8%) |
| Negative | 68(87.2%) |
| **TNM Stage** |  |
| I+ II | 20 (25.6%) |
| III+IV | 58 (74.4%) |
| **Survival** |  |
| 0: Live | 37 (47.4%) |
| 1: Dead | 41 (52.6%) |

**Table S2.** TMEM65-related proteins by co-IP pulled down in AGS.

| YWHAB | HNRNPD | CLTC | SF3B4 | SLC25A6 | ECPAS |
| --- | --- | --- | --- | --- | --- |
| YWHAH | HNRNPK | CLU | SFPQ | ALB | PDIA3 |
| YWHAQ | HNRNPM | CFL1 | HSPA9 | ADH1B | P4HB |
| YWHAZ | HNRNPU | CCDC141 | STRIP2 | SERPINF2 | FAM81A |
| PSMD2 | HNRNPA2B1 | CFI | TAF15 | ACTN4 | MAL2 |
| RPS12 | H1-2 | MACROH2A1 | CCT8 | ENO1 | S100A11 |
| RPS13 | H1-3 | CORO1A | TXN | ANXA1 | PTMA |
| RPS14 | H1-4 | DCD | TALDO1 | ANXA2 | PKM |
| RPS19 | H1-5 | DSP | TRIM28 | APOC3 | GDI2 |
| RPS23 | H2AX | MCM3 | TAGLN2 | RARS1 | IQGAP1 |
| RPS3 | H2BC1 | MCM4 | VCP | ATP5F1A | RTN4 |
| FAU | H3C1 | DNAJC2 | TKT | BZW1 | ARHGDIA |
| RPS5 | H3C15 | DAD1 | TMEM65 | ACTBL2 | RRBP1 |
| RPS6 | H4C1 | ETFA | TPI1 | MTHFD1 | ATP2A2 |
| RPS7 | LDHA | EEF1A2 | PRSS3 | RCAN3 | SAFB |
| RPS8 | LDHB | EEF1G | TUBA1B | CALM2 | SRSF8 |
| RPSA | LYZ | EEF2 | TUBB | CALML5 | PPP1CB |
| ALDH9A1 | MVP | TUFM | TUBB4B | CPS1 | TF |
| XRN2 | MDH1 | HSPA5 | RPS27A | CLIC1 | SNRPD2 |
| HSPD1 | MDH2 | HSP90B1 | UBA1 | CFAP45 | SLC12A2 |
| RPLP0 | MAP4 | EEF1E1 | VIL1 | ACTR3 | RAN |
| RPLP1 | MAPRE1 | EIF2S3 | VIM | AHCY | HSPA8 |
| RPL12 | TOMM22 | EIF3M | VCL | PHB | HSPH1 |
| RPL13 | PAICS | EIF5A | VDAC1 | PA2G4 | HSPB1 |
| RPL13A | MYL6 | EXOSC3 | XRCC5 | PLEC | HSP90AA1 |
| RPL14 | NAPSA | EZR | YBX1 | PCBP3 | HSP90AB1 |
| RPL17 | NACA | SSRP1 | YBX3 | PABPN1 |  |
| RPL18 | SNU13 | CAPZA2 | RPL3 | ASXL1 |  |
| RPL18A | NPC2 | FLNA | RPL30 | PTBP3 |  |
| RPL19 | NCL | ALDOA | RPL36 | ATP4A |  |
| RPL23A | NAP1L1 | ALDOC | RPL7A | LMNA |  |
| RPL27 | NAP1L4 | LGALS3BP | ACTA2 | GYG1 |  |
| RPL27A | PPIB | PRKCSH | ACTB | HBA1 |  |
| RPL28 | SLC25A3 | GAPDH | ACTG1 | HBB |  |

**Table S3.** DNA sequences of primers used in this study.

| **Primer name** | **Sequence (5'-3')** |
| --- | --- |
| β-actin-F | CATCCACGAAACTACCTTCAACTCC |
| β-actin-R | GAGCCGCCGATCCACACG |
| TMEM65-F | TGTTGCTGGAACCCATATTGAAA |
| TMEM65-R | CGTAGCCTGCAAGTCCAAGT |
| YWHAZ-F | ATGTACTTGGAAAAAGGCCG |
| YWHAZ-R | CCCTGCTCTTGAGGAGCTTA |

**Table S4.** Antibodies used in this study.

| **Antibody name** | **Company** | **Catalog No.** | **Dilution** |
| --- | --- | --- | --- |
| TMEM65 | Abcam | ab236861 | 1:1500 (WB), 1:200 (IHC), 1:100 (IF) |
| YWHAZ | Novus | NB100-1964 | 1:200 (IF) |
| YWHAZ | Santa | sc-518031 | 1:1000 (WB) |
| YWHAZ | Proteintech | 14881-1-AP | 10μg(IP) |
| HA | Proteintech | 51064-2-AP | 1:1000 (WB) |
| β-actin | Cell Signaling Technology | #4970 | 1:1000 (WB) |
| Cyclin-D1 | Cell Signaling Technology | #2922 | 1:1000 (WB) |
| P53 | Cell Signaling Technology | #2524 | 1:1000 (WB) |
| CDK4 | Cell Signaling Technology | #12790 | 1:1000 (WB) |
| P21cip1 | Cell Signaling Technology | #2947 | 1:1000 (WB) |
| PCNA | Cell Signaling Technology | #13110 | 1:1000 (WB) |
| \| E-cadherin \|  \|  \|  \| \| --- \| --- \| --- \| --- \| | Cell Signaling Technology | #14472 | 1:1000 (WB) |
| N-cadherin | Cell Signaling Technology | #13116 | 1:1000 (WB) |
| N-catenin | Cell Signaling Technology | #2163 | 1:1000 (WB) |
| Cleaved caspase-9 | Cell Signaling Technology | #7237 | 1:1000 (WB) |
| Cleaved caspase-7 | Cell Signaling Technology | #9491 | 1:1000 (WB) |
| Cleaved caspase-3 | Cell Signaling Technology | #9661 | 1:1000 (WB) |
| Cleaved PARP | Cell Signaling Technology | #5625 | 1:1000 (WB) |
| Caspase-9 | Cell Signaling Technology | #9508 | 1:1000 (WB) |
| Caspase-7 | Cell Signaling Technology | #9492 | 1:1000 (WB) |
| Caspase-3 | Cell Signaling Technology | #9662 | 1:1000 (WB) |
| PARP | Cell Signaling Technology | #9532 | 1:1000 (WB) |
| phospho-Akt | Cell Signaling Technology | #4060S | 1:1000 (WB) |
| phospho-GSK-3β | Cell Signaling Technology | #9322 | 1:1000 (WB) |
| phospho-MTOR | Cell Signaling Technology | #5536 | 1:1000 (WB) |
| Akt | Cell Signaling Technology | #9272 | 1:1000 (WB) |
| GSK-3β | Cell Signaling Technology | #9315 | 1:1000 (WB) |
| MTOR | Cell Signaling Technology | #2972 | 1:1000 (WB) |
| GAPDH | Cell Signaling Technology | #2118 | 1:1000 (WB) |
| LaminA/C | Cell Signaling Technology | #4777 | 1:1000 (WB) |
| Ki67 | Cell Signaling Technology | #9449 | 1:1000 (WB) |

# Supplementary material for: TMEM65 promotes gastric tumorigenesis by targeting YWHAZ to activate PI3K-Akt-mTOR pathway and is a therapeutic target
**Source:** Oncogene. 2024 Feb 10;43(13):931–43. doi: 10.1038/s41388-024-02959-9
**Supplement:** Supplementary file 3 — Supplementary method

**Protein extraction and Western blotting**

Total Protein was extracted from cells using RIPA lysis buffer. Proteins were separated on SDS-polyacrylamide gel electrophoresis and transferred onto PVDF membrane. After BSA blocking, the protein-loading membrane was incubated with the primary antibody and secondary antibody. The antibodies used in this study were listed in Supplementary **Table S4**.

**Cell proliferation, colony formation assays**

Cells were plated in 96-well plates at 1,000 cells per well in complete DMEM and used 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay (Sigma-Aldrich). After culturing for four hours, use a microplate reader to measure the wavelength of 570 nm. For colony formation assay, cells were plated in 6-well plates at 1,000 cells per well in complete DMEM. Medium was changed every 2 to 3 days. At the endpoint, cells were stained with 0.1% Crystal violet and the number of colonies consisting of >50 cells were counted.

**Wound-healing assay**

Confluent cultures in 6-well plates were scratched with sterile P-200 pipette tips, washed, and cultured in DMEM with free FBS. Cells were photographed after 0, 24, and 48 hours, respectively. The cells migrated across the gap wound were observed and documented using an inverted microscope. Distance of the gap was quantified using Image J.

**Matrigel invasion assays**

For the “Transwell” invasion assays, 3×10^4^ cells with applied genetic modification in 100 μL serum-free medium were seeded onto the upper chamber of Transwell filter (Corning, 354480, Shanghai, China). In the lower chamber, 600 μL complete medium containing 20% FBS was added. After incubation, cells in the lower surface were fixed by methanol, stained with 1% crystal violet, and visualized under a microscope. Three random views were included to calculate the average number of invaded cells.

**Cell cycle and apoptosis analyses**

AGS cells that were stably transfected with TMEM65 or empty vector were plated in a 6-well plate, while MKN74 and MKN7 cells were transfected with siTMEM65 or siNC. After 24h of transfection, the cells were collected and fixed in ice-cold 70% ethanol for 24h before staining with 50μg/ml propidium iodide (BD Biosciences, Franklin Lakes, NJ). The cells were sorted by BD AccuriTM C6 (BD Biosciences), and cell cycle distributions were analyzed using the ModFitLT 5.0 software (Verity Software House, Topsham, ME). All experiments were conducted three times in triplicates. Cells were plated in 6-well plates and serum-starved overnight. Annexin V Apoptosis Detection Kit APC (Invitrogen, Thermo Fisher) was used to determine cell apoptosis. The experiments were conducted three times in triplicates.

**Immunohistochemistry staining**

Immunohistochemistry for TMEM65 was performed on paraffin sections using anti-TMEM65 antibody (ab236861, Abcam) (1:200). The extent of TMEM65 staining was assessed by the areas of focal positivity of nuclei staining. Immunohistochemistry for TMEM65, Ki-67 was also performed on paraffin slides of mouse xenograft tumors and gastric cancer tumor tissues using anti-TMEM65, anti-Ki-67 (**Table S4**).

**Dual luciferase reporter assay**

Briefly, cells were seeded into a 24-well plate and co-transfected with FOXO reporter and Renilla (internal control) reporter. The Firefly and Renilla luminescence were measured by the dual-luciferase reporter assay system (E1910, Promega). Reporter activity was determined as the ratio of Firefly to Renilla luciferase activity.

How the deposited data were processed for this re-analysis (not part of the article)

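RNA-sequencing compared AGS cells that overexpress TMEM65 with vector-transfected AGS cells, with 1 library per condition. The study prepared libraries with a TruSeq RNA kit and sequenced them on a HiSeq X-ten. The submitters' processing notes name HISAT2 and the hg38 build. The counting tool, the annotation release, the use of strand and a fold or count threshold for differential expression are not given in the sources used here. The paper's statistics section takes p-values under 0.05 as significant in general and does not name the RNA-sequencing comparison or an adjustment.

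The authors deposited raw counts per gene, whole numbers that were not normalized. FPKM values in the same table were made by the authors from counts, gene length and total counts per library. The deposited log2 fold change is the log2 ratio of the FPKM of both libraries. The p-values and q-values are the authors', from edgeR by the table's own label, and rest on a spread between replicates that had to be assumed and is not stated. Of 20381 gene IDs in the table, 20227 are in GENCODE release 29 and 19052 lie at the same place on GRCh38, and that release gave gene types, GC content and shared exons. Gene length for matching was the ratio of deposited counts to FPKM, which need not be the length of a transcript.

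Counts were scaled with TMM (edgeR 4.0.16 in R 4.3.3), and DESeq2 1.42.0 gave median-of-ratios factors as an alternative. Ratios, exact Clopper-Pearson counting intervals at 95% and random lists were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The log2 ratio and the size rule used a prior count of 0.5 per library, whereas printed ratios have no prior count, and 36 measured genes fall on different sides of the ratio limit with and without it. A gene at 0 in 1 library was given a bound against a floor of 3 counts, which is a fixed convention and not the limit of its counting interval. Intervals cover counting error only. The size rule, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined.

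Named genes were every gene that the study names in its RNA-sequencing text and Fig. 5B, TMEM65, YWHAZ, the genes of the proteins in Fig. 2F, Fig. 2H and Fig. 2K and of the co-immunoprecipitation candidates, the 10 higher and 10 lower genes with the largest ratio among those past the size rule with at least 100 counts, and up to 3 members per direction of each of 38 gene lists, or 2 members where none passed. The values of Fig. 5B were seen before the table. List medians and pathway counts were set against 10000 random lists of the same size, drawn from 20 bins of mean expression. Pathway membership came from the KEGG terms of the deposited table.

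The steps were tested on simulated counts for this comparison, over 14898 genes with 200 changed genes. The size rule called 92.4% of measured genes changed 2.5-fold and 100% of those changed 4-fold or 8-fold. It also called 95 of 14702 unchanged genes, none of them with at least 100 counts. The simulated libraries held counting error and the set changes only, without spread between cultures or libraries. These rates therefore do not give the share of false calls in the real libraries. Alternatives covered the scaling, the count minimum, the ratio, the interval, the prior count, gene types, the authors' own fold changes and p-values, the matching of random lists and the pathway lists. No test across conditions was run, since each condition has 1 library.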

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

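The test of reads of shared exons, and its repeat on partners of the same strand, were chosen only after the result was seen. The following signals lie in genes outside Fig. 5B and in gene lists other than the pathway sets of Fig. 5A.

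Genes higher in the TMEM65 library, by their ratio, were AC087190.3 (90.3), AP002990.1 (49.7), AC048338.1 (32.0), IER2 (28.5), AC011448.1 (25.4), TMEM30B (14.5), HES2 (8.04), AL136295.1 (7.51) and ZNF551 (6.78). With its 0 counts in vector set to the floor of 3, AC011511.4 was 255-fold higher. Genes lower in the TMEM65 library, by their fold, were OLFM4 (53.7), GABPB1-AS1 (11.1), SLCO1B3-SLCO1B7 (8.14), LINC-PINT (7.96), EME2 (6.28) and MXD1 (5.55). With 0 counts in TMEM65 set to the floor of 3, BLOC1S5-TXNDC5 was 3683-fold lower, AC092143.1 112-fold lower and AC010323.1 77.3-fold lower. Summed with the genes that share their exons, their ratios were 1.01, 1.27 and 1.10. Such sums were 1.13 for AC011511.4, 0.906 for AC087190.3, 1.19 for AP002990.1, 0.824 for AC048338.1, 1.05 for AC011448.1 and 1.39 for AL136295.1. The sum ratios were 27.8 for IER2, 13.9 for TMEM30B, 6.56 for ZNF551, 0.373 for GABPB1-AS1, 0.400 for MXD1 and 0.477 for EME2. SLCO1B3-SLCO1B7 had a sum ratio of 0.834 and LINC-PINT 0.877. A sum ratio depends on the partners' counts, so that it cannot tell reassigned reads from a change of the gene itself. The partner of IER2 had 4 counts in each library, too few to move the sum. The partners of AP002990.1 had 7701 counts in vector and 7663 in TMEM65, which draw the sum toward 1. They did not differ the opposite way by 0.5 to 2 times as much. Gene groups outside the central range of random lists were the ATF4 integrated stress response at a median log2 ratio of 0.21, epithelial genes at 0.11, cytosolic ribosomal proteins at 0.18, oxidative phosphorylation at 0.0878, mitochondrially encoded mRNAs at 0.11, the interferon response at -0.16 and a list of 8q24 genes that includes TMEM65 at -0.15. Of these groups, only the ATF4, ribosomal protein and interferon lists stayed outside with unmatched random lists and with matching on GC content or gene length.

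Of the 190 genes past the size rule with at least 100 counts, 101 share exon sequence with another gene, which is 53.2%, against 31.1% to 44.7% in random lists matched on expression. The size rule asks for a counting interval without 1, so that counting error was largely removed by selection at this depth. The highest of 1000 simulated pairs of libraries with counting error only gave 1 such gene. That result follows largely from the rule and does not bear on why these 101 genes differ. The partners of 16.8% of them differed the opposite way by 0.5 to 2 times as much, against at most 15.8% with random partners. With partners of the same strand alone this held for 17 of 55 genes (30.9%) against at most 20%. Both shares were under the level that the criterion asked for, so that the test cannot decide. Some pairs, such as BLOC1S5-TXNDC5 and TXNDC5, are both among the 101 genes and count from each side. Reads given to different gene models may account for part of the pattern and the rest stays open. The read-through model BLOC1S5-TXNDC5 had 9868 counts in vector and 0 in TMEM65 while TXNDC5, chosen after its values were seen, had 3454 and 15112. An effect of TMEM65 overexpression was not tested, since each condition has 1 library.

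The ribosomal protein genes kept their place with respect to random lists matched on gene length and on GC content, at the 100 percentile in both tests, whose random medians reached 0.07 and 0.06. With the counts of 250 ribosomal protein pseudogenes added to their parents, the median log2 ratio was 0.19. These values argue against GC content, and against reads counted to these pseudogenes, as the whole source. Reads that the counter may have left out cannot be examined here, since the counter is not given. Gene length was the one implied by deposited counts and FPKM and need not be the transcript length, so that a bias by transcript length stays open. A difference between the cultures or the libraries other than TMEM65 stays open, as does an effect of TMEM65, which was not tested against replicates.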

How the results depend on the processing

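The TMEM65 log2 ratio stayed between 1.08 and 1.10 under every scaling, prior count and fold change tried, and no sign of a called value reversed. Of 388 values of 97 named genes under alternatives, all stayed within their counting intervals, and 222 of 228 list medians stayed within an interval from their ordered values, or 227 with counting intervals for lists of under 6 genes, a criterion changed after the first result was seen. For named genes the alternatives were total counts, median of ratios, a prior count of 5 and the deposited fold changes. All but the prior count gave nearly the same scaling, with TMM factors of 0.999 and 1.00, so that this agreement says little about robustness. With at least 50 counts in 1 library, 132 genes were higher and 132 lower, with 3 of the Fig. 5B genes, 3 PI3K-Akt genes and 5 MAPK genes past the rule. A ratio of at least 1.5 gave 670 higher and 676 lower genes, 20 PI3K-Akt genes and 16 MAPK genes. With the prior count of 0.5, a ratio of at least 4 gave 130 and 101 genes, 3 Fig. 5B genes, 5 PI3K-Akt genes and 1 MAPK gene. A stricter counting interval gave 176 and 179 genes, 4 Fig. 5B genes, 4 PI3K-Akt genes and 6 MAPK genes, so that MAPK exceeds PI3K-Akt here and at 50 counts. PI3K-Akt exceeds MAPK under the other alternatives set before the data were examined, the authors' deposited p-values among them. Protein-coding genes alone gave 225 and 226. A prior count of 5 gave 297 and 293 genes, 5 Fig. 5B genes, 8 PI3K-Akt genes and 7 MAPK genes, and CHAC1 was then below the rule at a log2 ratio of 0.98. The authors' deposited p-values at an FDR of 0.05 gave 4 Fig. 5B genes. The hand-written PI3K-Akt-mTOR list taken together with the extracellular matrix and integrin list gave 6 genes, 1 of them from the former, and the hand-written MAPK list gave 0, and random lists without matching left 5 gene lists outside the central range in place of 9, with the lists of Fig. 5B genes included. For Focal adhesion, FoxO signaling and Ribosome, a ratio of at least 4 gave 2, 1 and 1 genes and a ratio of at least 1.5 gave 13, 11 and 9, with 11 for pluripotency, and the authors' deposited p-values gave 3 for Focal adhesion and 6 for Ribosome. Alternatives chosen after seeing the data were ratios without a prior count, with 361 and 360 genes at a ratio of 2 and, at a ratio of 4, 146 and 110 genes, 4 Fig. 5B genes, 6 PI3K-Akt genes and 1 MAPK gene, a deposited ratio of at least 2 alone, with 2143 and 1994 genes, 17 Fig. 5B genes, 34 PI3K-Akt genes and 27 MAPK genes, the removal of genes that share exons, with 191 and 198 genes and 4 Fig. 5B genes, matching on GC content or gene length, with 8 and 7 lists outside, and the 8q24 list without TMEM65, at a median of -0.15. Fewer or more genes counted follow from how each rule is built, and other causes were not tested. No paired analysis was possible because each condition has 1 library. Depth limits genes of few counts, where a ratio of 2 can arise from counting error alone.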

Differences from the paper's values

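The paper takes p-values under 0.05 as significant in general and states no fold threshold or adjustment for differential expression, and the counts of pathway genes in Fig. 5A, read by eye, lie above those past the size rule. The PI3K-Akt pathway has about 27 genes in Fig. 5A, read by eye, and 10 here. The MAPK pathway has about 25 in Fig. 5A, read by eye, and 7 here, and Focal adhesion about 20 in Fig. 5A, read by eye, and 7 here. FoxO signaling has about 17 in Fig. 5A, read by eye, and 6 here. Ribosome has about 14 in Fig. 5A, read by eye, and 3 here, and pluripotency of stem cells about 14 in Fig. 5A, read by eye, and 4 here. Among the alternatives set before the data were examined, a ratio of at least 1.5 came within 1.5 times of the paper's count for PI3K-Akt, at 20, and for pluripotency, at 11, and none did so for the other 4 pathways. A deposited ratio of at least 2 alone, chosen after seeing the values, gave 34, 27, 26, 14 and 15 genes for PI3K-Akt, MAPK, Focal adhesion, FoxO and pluripotency, each within 1.5 times, and 3 for Ribosome, and it keeps all 17 genes of Fig. 5B. Without a prior count, the ratios of the Fig. 5B genes for which a fold is given lie within 1.5 times of the values that the figure draws. With a prior count of 5, an alternative set before the data were examined, 6 of these genes differ by more than 1.5 times, with ratios here of 0.644 for GNG3, 0.746 for LAMC3 and GNG2, 2.35 for LAMA1, 1.61 for ITGA2B and 3.06 for PIK3CD against about 0.22, 0.45, 0.45, 4.5, 4.5 and 5.0 in Fig. 5B, read by eye.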

Other observations

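The mRNAs of proteins that the paper measured by Western blot in other experiments were mostly near a ratio of 1 in these libraries. CCND1 had a ratio of 0.987 (0.960 to 1.02), CDK4 1.08 (1.03 to 1.14) and PCNA 0.806 (0.783 to 0.830). TP53 had a ratio of 1.01, CDKN1A 1.05, CASP3 0.929, CASP7 0.971, CASP8 1.05, CASP9 0.837 and PARP1 1.03. For the caspases and PARP, Fig. 2H reports the cleaved proteins, which mRNA ratios do not measure. CDH1, which encodes E-cadherin, had a ratio of 1.29 (1.05 to 1.59) and CTNNB1 a ratio of 0.956, and CDH2 had 3 and 4 counts. Among the co-immunoprecipitation candidates that the paper names as overexpressed in gastric cancer, LDHA had a ratio of 0.823, ENO1 1.07, IQGAP1 0.953, ALDOA 1.12, HSP90AB1 1.01, VDAC1 0.951, EEF2 1.09 and HSP90AA1 0.928. With YWHAZ, these are the 9 named candidates in the table, and none of the 9 passed the size rule. Further gene lists inside the central range of random lists were p53 targets at a median log2 ratio of 0.01 and apoptosis regulators at 0.04.

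A hypothesis is that the 34 PI3K-Akt genes with a deposited ratio of at least 2 reflect the spread of genes with few counts. Counting error alone gave 13 to 26 such genes in the central 95% of 1000 simulated pairs of libraries and at most 31, so that it falls short of 34. Random lists matched on mean expression gave 25 to 38 genes, and the pathway lay at the 77.9 percentile among them, which is consistent with a spread that all genes of the same abundance share. A specific effect on the pathway and this general spread were not compared with replicates.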
